# Chromatin remodeler CHD7 targets active enhancer region to regulate cell type-specific gene expression in human neural crest cells

**DOI:** 10.1038/s41598-022-27293-6

**Published:** 2022-12-31

**Authors:** Tsukasa Sanosaka, Hironobu Okuno, Noriko Mizota, Tomoko Andoh-Noda, Miki Sato, Ryo Tomooka, Satoe Banno, Jun Kohyama, Hideyuki Okano

**Keywords:** Chromatin remodelling, Mesenchymal stem cells, Gene regulation

## Abstract

A mutation in the chromatin remodeler chromodomain helicase DNA-binding 7 (CHD7) gene causes the multiple congenital anomaly CHARGE syndrome. The craniofacial anomalies observed in CHARGE syndrome are caused by dysfunctions of neural crest cells (NCCs), which originate from the neural tube. However, the mechanism by which CHD7 regulates the function of human NCCs (hNCCs) remains unclear. We aimed to characterize the cis-regulatory elements governed by CHD7 in hNCCs by analyzing genome-wide ChIP-Seq data and identifying hNCC-specific CHD7-binding profiles. We compared CHD7-binding regions among cell types, including human induced pluripotent stem cells and human neuroepithelial cells, to determine the comprehensive properties of CHD7-binding in hNCCs. Importantly, analysis of the hNCC-specific CHD7-bound region revealed transcription factor AP-2α as a potential co-factor facilitating the cell type-specific transcriptional program in hNCCs. CHD7 was strongly associated with active enhancer regions, permitting the expression of hNCC-specific genes to sustain the function of hNCCs. Our findings reveal the regulatory mechanisms of CHD7 in hNCCs, thus providing additional information regarding the transcriptional programs in hNCCs.

## Introduction

Cell type-specific transcriptional responses regulate cellular identity, which is dynamically coordinated during the developmental process^1^. Enhancers are genetic elements that were historically defined as DNA sequences that potentiate the cell type-specific transcription of transcriptional start sites (TSSs) located distally to the enhancer regions^2^. Although enhancers are responsible for exerting cell type-specific gene expression, they need to be accessible by adapting the local chromatin structure and enabling a precise response to external stimuli during development^3,4^. Accordingly, chromatin-based epigenetic alterations are closely linked to enhancer activity. The importance of chromatin regulation is also evidenced by the fact that defects in chromatin regulators cause genetic developmental disorders called chromatinopathies^5,6^. Notably, a genetic mutation in chromatin remodelers was observed in a subset of chromatinopathies, including ATRX syndrome, Floating-Harbor syndrome, and CHARGE syndrome^5^.

CHARGE syndrome is a congenital disorder caused by a heterozygous mutation in *CHD7*^7,8^. CHD7 is a member of the chromodomain helicase DNA-binding (CHD) family, a group of ATP-dependent chromatin-remodeling factors that alter chromatin structure by rearranging the position and organization of nucleosomes on DNA^9^.

We previously demonstrated an epigenetic landscape regulated by CHD7 in human induced pluripotent stem cell (hiPSC)-derived neuroepithelial cells (hNECs)^10^. Notably, CHD7 binds and regulates the activity of central nervous system-specific enhancers to control the differentiation capacity of hNECs^10^, indicating an essential role of CHD7 in regulating enhancers, at least in the central nervous system.

Dysfunction of neural crest cells (NCCs) is a primary cause of CHARGE syndrome^8^, and the role of CHD7 in regulating the epigenetic signature of NCCs has thus been of interest. The pioneering work by Wysocka’s team using an in vitro differentiation system from human embryonic stem cells demonstrated that the formation of NCCs required the function of CHD7^11^. Additionally, we previously demonstrated defective migration of human NCCs (hNCCs) derived from iPSCs from patients with CHARGE syndrome^12^. These results provide potential explanations for the pathology of CHARGE syndrome. However, although CHD7 has been shown to be essential for the function and development of hNCCs, the comprehensive genomic map governed by CHD7 in hNCCs is still unclear.

We previously optimized the experimental conditions of chromatin immunoprecipitation (ChIP) followed by massive parallel DNA sequencing (ChIP-seq) for CHD7 and successfully generated CHD7-binding profiles in hNECs^10^. However, detailed information on the cell type-specific role of CHD7, especially in hNCCs, was not determined. In the current study, we aimed to compare CHD7-binding profiles in hiPSCs, hNECs, and hNCCs to identify hNCC-specific targets of CHD7. These findings highlight the fundamental role of CHD7 in cell type-specific gene regulation in hNCCs.

## Results

### Identification of cell type-specific CHD7 targets by ChIP-seq in hiPSCs, hNECs, and hNCCs

The pivotal function of CHD7 in the development and function of various tissues depends on the cellular context^10,11,13–18^, and identifying the cell-specific targets of CHD7 is thus necessary to elucidate its function. We therefore investigated the function of CHD7 in hNCCs using the ChIP-seq profiles of CHD7 in hiPSCs, hNECs, and hNCCs^10^ with transcriptome information using published datasets (Fig. 1A and Supplementary Table S1). We initially identified the CHD7-binding profiles using the Model-based Analysis of the ChIP-Seq (MACS2) algorithm and examined the distribution of CHD7-binding peaks in the genome (Fig. 1B and Supplementary Fig. S1). The average distribution of CHD7 peaks displayed similar genomic distributions, peaking at the TSS and transcription end site (TES) in all the tested cells in the current analysis (Supplementary Fig. S1). Most CHD7-binding peaks were located distally from the TSS in hNECs and hNCCs (Fig. 1B), but were preferentially located in the proximal region of the TSS in hiPSCs. These results indicated that the involvement of CHD7 in gene regulation is cell-type dependent (Fig. 1B). We further selected cell type-specific CHD7-binding peaks using DiffBind^19^. Hierarchical clustering analysis of CHD7-binding regions revealed differential CHD7 occupancy among hiPSCs, hNECs, and hNCCs (Fig. 1C). We also found clear separation of cell type-specific CHD7 peaks in representative gene loci (Fig. 1D).

**Figure 1:**
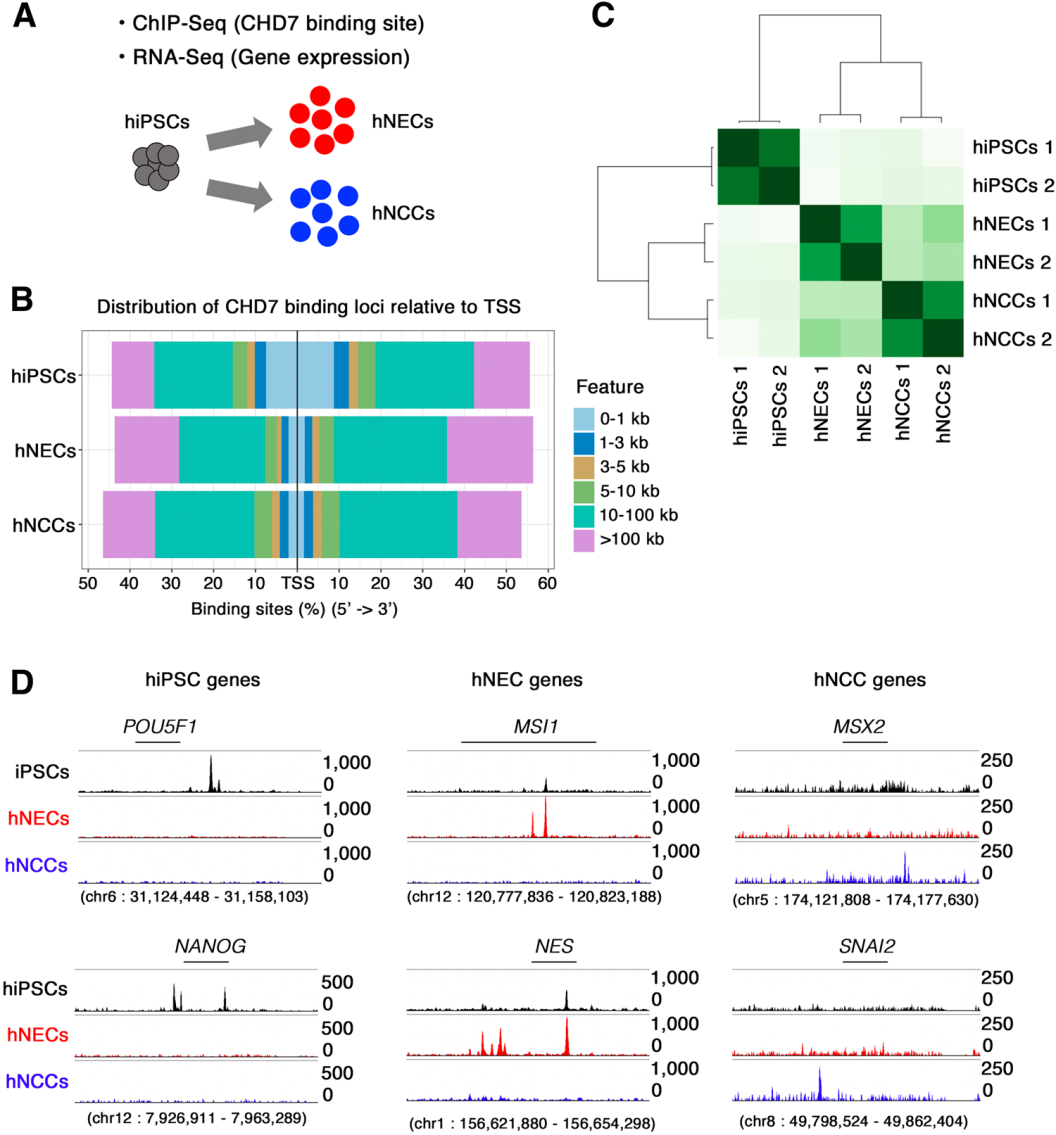
Identification of cell type-specific CHD7 targets. (**A**) Schematic illustration of the current study. (**B**) Distribution of CHD7-binding loci from TSS regions in hiPSCs, hNECs, and hNCCs. (**C**) Hierarchical clustering using Pearson’s correlation analysis across the entire sample set. (**D**) ChIP-seq signals for CHD7 at genomic loci specific to hiPSCs (*POU5F1* and *NANOG*) (left panel), hNECs (*MSI1* and *NES*) (middle panel), and hNCCs (*MSX2* and *SNAI2*) (right panel) in each cell line.

### CHD7 preferentially bound to active enhancers in hNCCs

To gain further insights into the functional properties of CHD7, we cross-referenced CHD7-bound regions with the genome-wide chromatin state of histone modification in hiPSCs, hNECs, and hNCCs (Fig. 2A). We generated chromatin landscapes of cell type-specific CHD7-bound regions, including H3K4me1, H3K27ac, H3K4me3, and EP300. Bioinformatics analyses revealed a striking overlap between CHD7-bound regions and p300, H3K27ac, and H3K4me1, as markers indicative of active enhancers in hNECs and hNCCs (Fig. 2A). In contrast, CHD7 binding in hiPSCs was most likely to occur within the promoter region, evidenced by the correlation with H3K4me3, as described previously^20,21^. We aimed to identify the cell type-specific function of CHD7 and we therefore compared the locations of ChIP-seq peaks among hiPSCs, hNECs, and hNCCs. Although there were some shared peaks, most peaks were specific for each cell type (25,676 (81.5%) of 31,518 peaks in hiPSCs, 11,529 (64.3%) of 17,941 peaks in hNECs, and 3,953 (73.8%) of 5,357 peaks in hNCCs) (Fig. 2B and Supplementary Fig. S1). A total of 1,159 peaks were shared between hNECs and hNCCs, and 16,782 and 4,198 peaks were specific to hNECs and hNCCs, respectively, suggesting that CHD7 might play cell type-specific roles (Fig. 2B). CHD7 functions as a chromatin remodeler and requires interaction with DNA-bound transcription factors^9^. We thus speculated that the detected binding sites might aid the detection of such transcription factors in each cell type. We therefore performed motif analysis using MEME software to define cell type-specific peaks in each cell type^22,23^ (Supplementary Fig. S1). The known binding motifs that matched the de novo motif in the cell type-specific peaks were target sequences for POU5F1:SOX2^24^ in hiPSCs, regulatory factor X1^25^ in hNECs, and transcription factor AP-2α (TFAP2A)^26^ in hNCCs, respectively (Fig. 2C); notably, each transcription factor is a known regulator of each cell type. For hNCCs, TFAP2A is required for both neural plate-border induction and specification of NCCs^26^. TFAP2A also acts as a pioneer transcription factor that engages silent genes, helping to initiate neural crest (NC) specification^27^. As noted above, dysfunction of hNCCs has been reported to be involved in the pathogenesis of CHARGE syndrome^12,28,29^. A potential link between CHD7 and TFAP2A might thus provide potential mechanistic insights into the pathogenesis of CHARGE-derived hNCCs.

**Figure 2:**
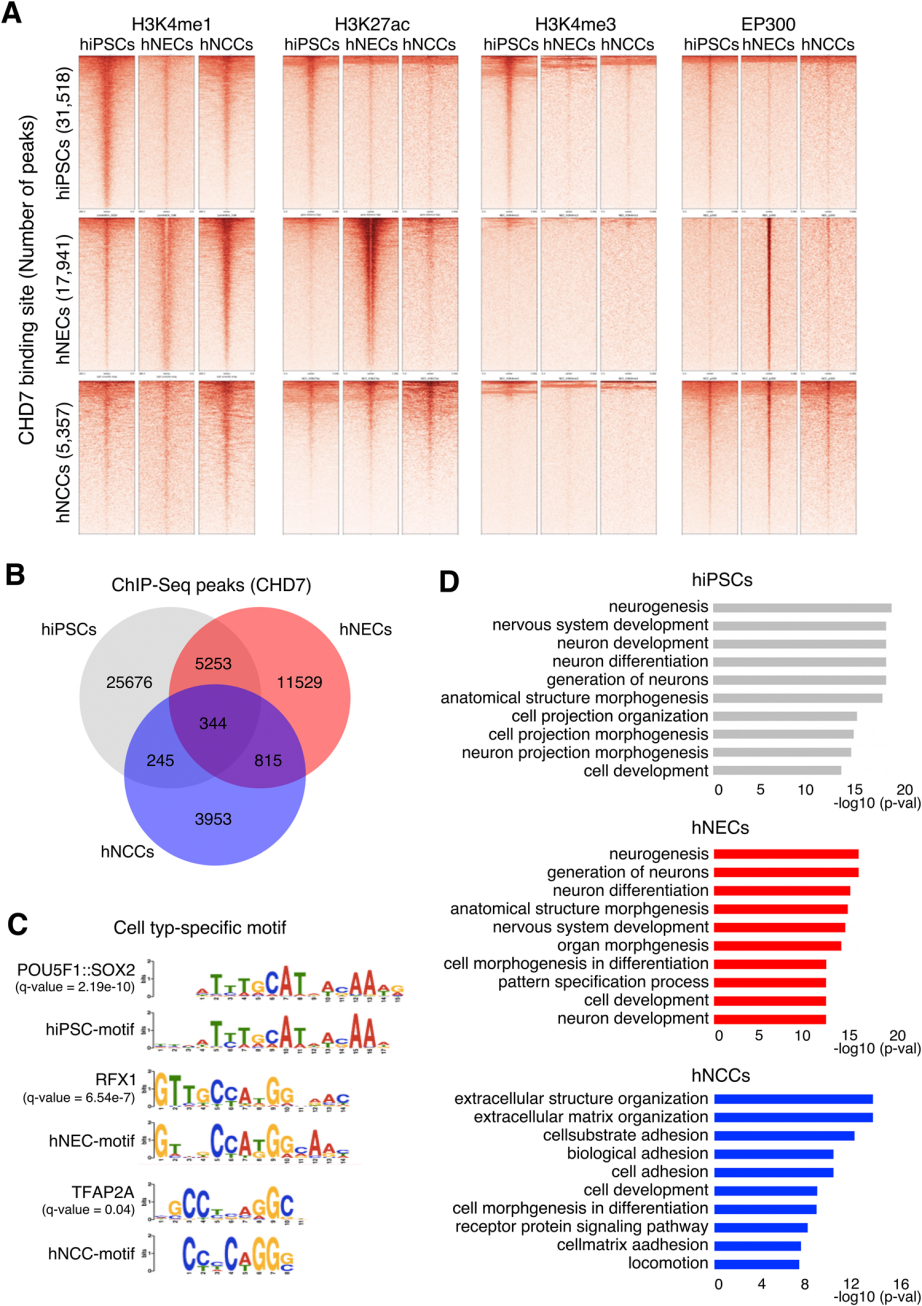
Cell type-specific functions of CHD7. (**A**) Heatmap analyses of ChIP-seq signal of EP300 and selected histone modifications in hiPSCs, hNECs, and hNCCs (H3K4me1, H3K4me3, and H3K27ac). Read counts were extracted for all ChIP-seq experiments within a region spanning ± 5 kb around the center of each annotated CHD7-peaks detected in each cell type (1st row: 31,518 peaks in hiPSCs, 2nd row: 17,941 peaks in hNECs and 3rd row: 5357 peaks in hNCCs). (**B**) Overlaps of CHD7-binding regions across different cell types. (**C**) Cell type-specific CHD7-binding sequences were analyzed using the top 500 binding regions of CHD7-ChIP-seq data. The detected sequences were compared using the JASPAR motif database. (**D**) GO analysis for biological processes associated with CHD7-bound regions in hiPSCs, hNECs, and hNCCs. Bar plots displaying the top 10 GO categories.

Gene Ontology (GO) analysis for hiPSCs and the hNEC-specific CHD7-regulated region revealed a similar trend, indicating that the sites were associated with neural differentiation, including “neurogenesis,” “nervous system development,” and “neuron differentiation” (Fig. 2D). In contrast, hNCC-specific CHD7-regulated regions were associated with mesenchymal properties of the NC, including “extracellular structure organization,” “extracellular matrix organization,” and “biological adhesion,” indicating successful identification of cell type-specific CHD7-bound regions in the current analyses (Fig. 2D).

### CHD7 binding predicted cell type-specific gene expression in hNCCs

A previous study showed that super-enhancers (SEs) conferred cellular identities by regulating tissue-specific gene expression^1,30,31^. Moreover, we previously identified CHD7 as one of the components enriched in SEs across the hNEC genome^10^. This prompted us to determine if CHD7 was also enriched in SEs in hNCCs. We delineated SEs in hNCCs based on H3K27ac abundance using the ROSE algorithm, and identified 1,394 SEs (Fig. 3A). The identified SEs were located proximal to genes encoding key regulators of hNCC development, including *SOX9*, *MSX1*, and *MSX2*^32–34^ (Fig. 3A, Supplementary Table S2). Furthermore, we found that CHD7 bound to SEs in hNCCs (Fig. 3B). To further evaluate the enhancer activity of CHD7-bound regions, we cross-referenced these regions with the VISTA Enhancer Browser^35^, a database of tissue-specific human enhancers with validated activity in mice. For example, CHD7 binding at SE-associated genes in hNCCs, including *MSX2*^36^ and *GPC1*^37^loci, coincided with the presence of annotated enhancers that exhibited intense activity in NCC-associated tissues (Fig. 3C). To examine enhancer activity of these two loci in hNCCs, we generated luciferase reporter system containing the predicted enhancer region of *MSX2* or *GPC1* (Fig. 3D). hiPSCs, hNECs, and hNCCs were transfected with the luciferase reporter. As a reference, these cells were transfected with an empty vector. Then, the enhancer activity was evaluated by the degree of increased reporter activity with respect to the empty vector. As expected, higher reporter activity was detected in hNCCs compared to hiPSC and hNECs (Fig. 3D). In addition, the VISTA Enhancer Browser showed that CHD7-binding sites were most enriched for regions that displayed enhancer activity in NC derivatives, including dorsal root ganglia, heart, and ear (Fig. 3E). The identification of hNCC-specific CHD7-enriched enhancers suggests that CHD7 regulates hNCC-specificity of its corresponding genes.

**Figure 3:**
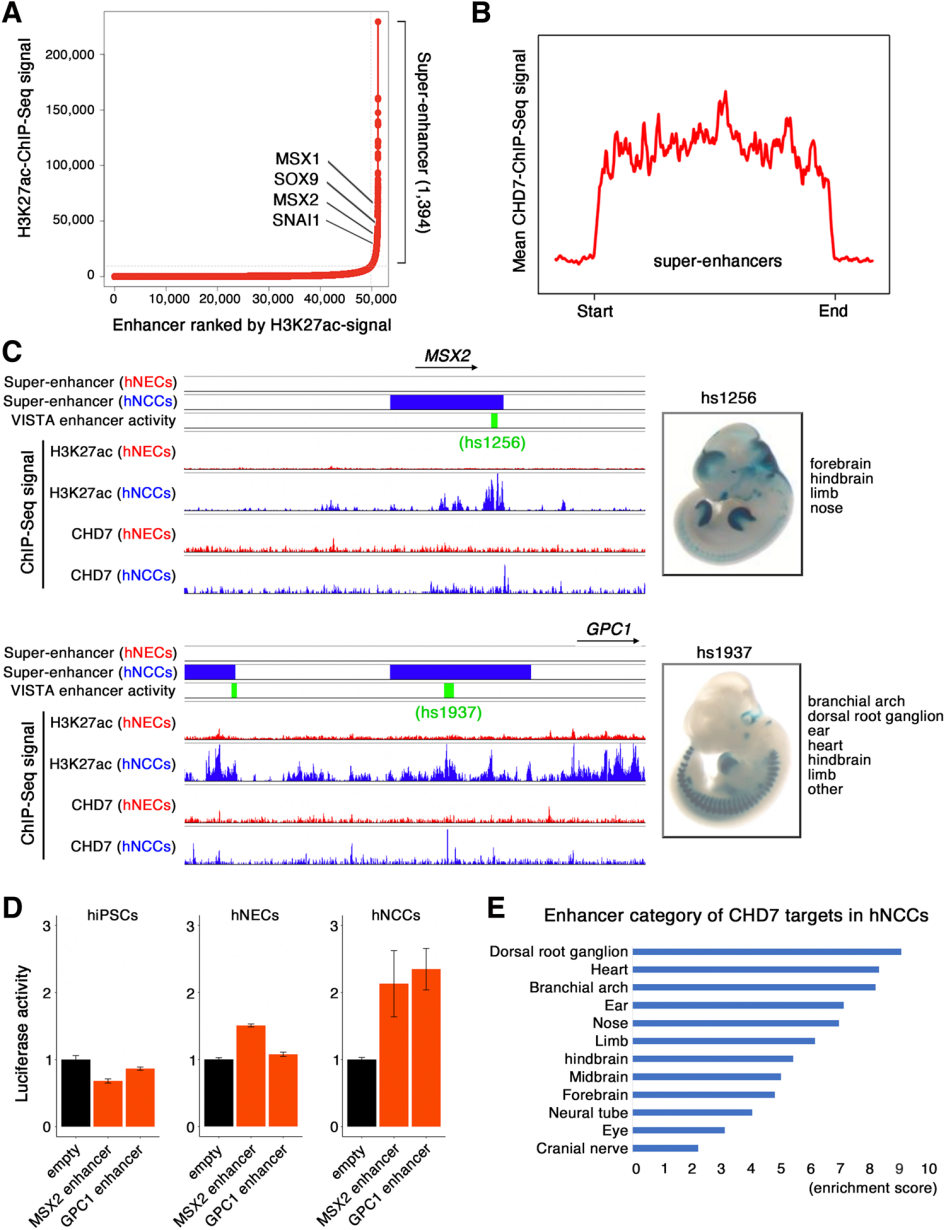
CHD7 bound to SE regions with TFAP2A and NR2F1/2. (**A**) Distribution of H3K27ac ChIP-seq density at enhancers in increasing order of input-normalized H3K27ac ChIP-seq signal. Enhancers above the curve’s inflection point are considered SEs. The respective ranks of SEs and their associated genes are shown. (**B**) Density plots of mean CHD7 ChIP-seq signals across SEs in hNCCs. (**C**) Snapshots showing combined tracks of SEs (red; hNEC, blue; hNCC), VISTA enhancer activity (green), and ChIP-seq data (α-H3K27ac and α-CHD7) near *MSX2* and *GPC1*. Images on right are screenshots of tissue-specific activities of the enhancer proximal to *MSX2* and *GPC1* tested in a lacZ reporter transgenic mouse assay extracted from the VISTA Enhancer Browser database (https://enhancer.lbl.gov/). (**D**) A luciferase reporter assay was performed to determine the activity of CHD7-bound enhancers near *MSX2* and *GPC1*. Reporter plasmid (empty control, *MSX2* enhancer, and *GPC1* enhancer) was transfected to hiPSCs, hNECs, and hNCCs to compare enhancer activity. Renilla reporter was co-transfected for normalization (F/R ratio). Y axis shows fold enrichment over an empty control. Data are presented as the mean ± SEM. (**E**) Functional analysis of genomic regions of CHD7-bound regions intersected with enhancer regions validated in the VISTA Enhancer Browser database in hNCCs. Bar plot showing enrichment of enhancer occupancy across 16 different tissues.

We further elucidated the role of CHD7 in transcriptional regulation by examining the expression of cell type-specific CHD7 target genes. First, we determined cell type-specific CHD7 target genes based on the ChIP-seq information for hiPSCs, hNECs, and hNCCs (Supplementary Table S3). 

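Expression was measured by RNA-seq in hiPSCs of one line and in the hNECs and hNCCs derived from it. The hNECs are progenitors of the central nervous system, and the hNCCs are migratory cells with the properties of the neural crest, both grown with EGF and FGF2. Each cell type had 2 libraries, made from polyadenylated RNA, so 6 libraries were compared. The authors trimmed the reads and assigned them to hg38 transcripts with Kallisto, which shares a read among all transcripts that contain its sequence. They deposited one TPM value for each of 29391 gene symbols, of which 6951 were at 0 in every library. TPM corrects for transcript length and scales each library to a fixed total, so a gene's value also depends on the other genes of the library. The TPM of the listed symbols summed to 989224 and 989062 in the hiPSC libraries, 990030 and 988782 in the hNEC libraries, and 991215 and 991468 in the hNCC libraries. TPM does not keep the number of reads, so the depth of the libraries is unknown and no counting error can be given. At least 1 TPM was reached by 13316 and 13252 symbols in hiPSCs, 12996 and 12702 in hNECs, and 13286 and 13341 in hNCCs. The 20 most abundant genes took 10.4% and 12.2% of the TPM in the hNEC libraries and between 9.82% and 10.8% in the others. Values were compared as log2(TPM + 1) with limma in one fit of all 6 libraries, over the 14662 genes with at least 1 TPM in at least 2 libraries. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 with an absolute log2 fold change above 1. On this scale the pseudocount of 1 understates the fold change of genes with few TPM. The SD of the log2 difference between the libraries of a cell type was 0.171 in hiPSCs, 0.318 in hNECs, and 0.181 in hNCCs, so the hNEC values are the least precise. The fit gives each gene one variance for all cell types. Averaged over genes, its standard errors and p-values are thus too small for comparisons with hNECs and too large for hNCCs against hiPSCs.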

We then examined the expression of hNCC-specific CHD7 target genes in each cell type. As expected, the expression levels of these genes were higher in hNCCs (Fig. 4A). 

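Supplementary Table S3 as used here lists 272 genes, which its legend calls cell type-specific targets. The paper counts 2554 hNCC target genes in Supplementary Fig. S3C, without saying whether these are cell type-specific. The numbers may thus be of different sets, and whether the list is complete is unknown. No overlap or enrichment was therefore tested with it. Of the 272 genes, 265 were found in the expression table and 243 were abundant enough to be tested. Averaged over the libraries, the median of the 265 genes was 10.3 TPM in hiPSCs, 16.4 TPM in hNECs, and 31.5 TPM in hNCCs. Their upper quartile was 31.2 TPM in hiPSCs, 48.5 TPM in hNECs, and 94.0 TPM in hNCCs. The median of the single hNEC libraries was 19.2 and 13.8 TPM, and that of the hNCC libraries was 30.6 and 31.7 TPM. Both hNCC libraries thus lay above both libraries of each other cell type, by more than the replicates differed. Over all 29391 symbols, most of them hardly expressed, the median was 0.425 TPM in hiPSCs, 0.285 TPM in hNECs, and 0.389 TPM in hNCCs. Against hiPSCs, the median log2 fold change of the 243 genes in hNCCs was 1.24, with an SD of 0.02 over the 4 pairs of libraries. Of these genes, 194 were higher in hNCCs and 49 lower, and limma called 142 higher and 18 lower among all genes tested. Adjusted over the list alone, the same 142 and 18 were reached. The median of all 14662 genes was itself 0.22 in this comparison, and TMM scaling brought it to -0.01 and the median of the list to 1.00, the largest change by any alternative. Against hNECs, the median log2 fold change of the list was 0.72, with an SD of 0.28 over the pairs of libraries, beside a median of 0.15 over all genes. It was 0.98 without hNEC replicate 1 and 0.49 without hNEC replicate 2, so its size rests on the hNEC library used. In this comparison 184 genes were higher in hNCCs and 59 lower, with 103 called higher and 16 called lower, the same numbers as adjusted over the list alone. The highest mean of the 3 cell types was in hNCCs for 160 genes, in hNECs for 44, and in hiPSCs for 39. In hNCCs, 90 genes were called higher than in both other cell types and 3 were called lower than in both.

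**Figure D1:**
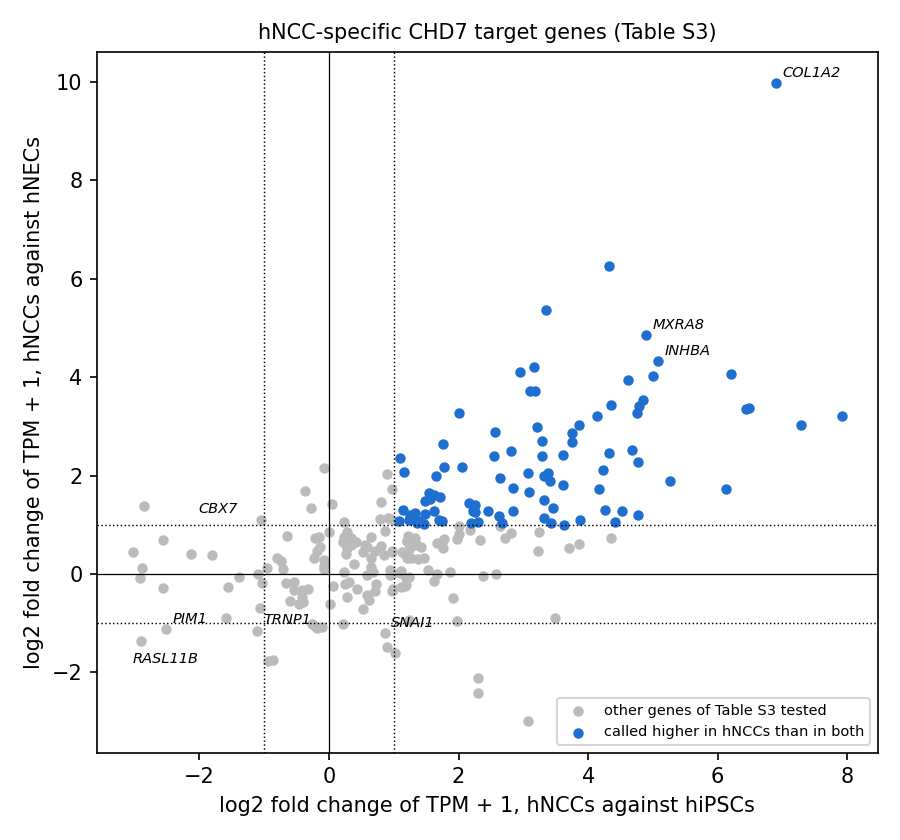
Each point is one of the 243 genes of Supplementary Table S3 that were tested, with its log2 fold change of TPM + 1 in hNCCs against hiPSCs on the x axis and against hNECs on the y axis. The 90 genes called higher in hNCCs than in both are blue, dotted lines mark a log2 fold change of 1 in either direction, and most points lie to the right of and above 0.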

We also performed a correlation analysis and showed that the expression of cell type-specific CHD7 target genes was positively correlated with the expression of cell type-specific genes (Fig. 4B).

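The cell type-specific DEGs of Fig. 4B were recomputed as the genes called higher in a cell type than in each of the others. Of the tested genes of Supplementary Table S3, 37.0% fell among the DEGs of hNCCs. Among the DEGs of hiPSCs there were 14 of them, or 5.76%, and among the DEGs of hNECs there were 7, or 2.88%. Of all genes tested, 9.76% were DEGs of hNCCs, 11.1% of hiPSCs, and 3.25% of hNECs. The list is shorter than the paper's count, so these shares are given for reference without a test. When each cell type was compared with the mean of the others instead, these numbers were 117 for hNCCs, 19 for hiPSCs, and 23 for hNECs. With a log2 fold change above 2 required, 39 remained for hNCCs, 7 for hiPSCs, and 3 for hNECs. Under each of the alternatives tried, more of the listed genes were DEGs of hNCCs than of either other cell type. The target lists of hiPSCs and hNECs, which Fig. 4B also shows, were not used here. The paper assigned target genes from CHD7 binding and then read their expression in the 3 cell types. The paper states that their level was higher in hNCCs. From a separate correlation analysis it states that the expression of cell type-specific targets was positively correlated with that of cell type-specific genes.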

**Figure 4:**
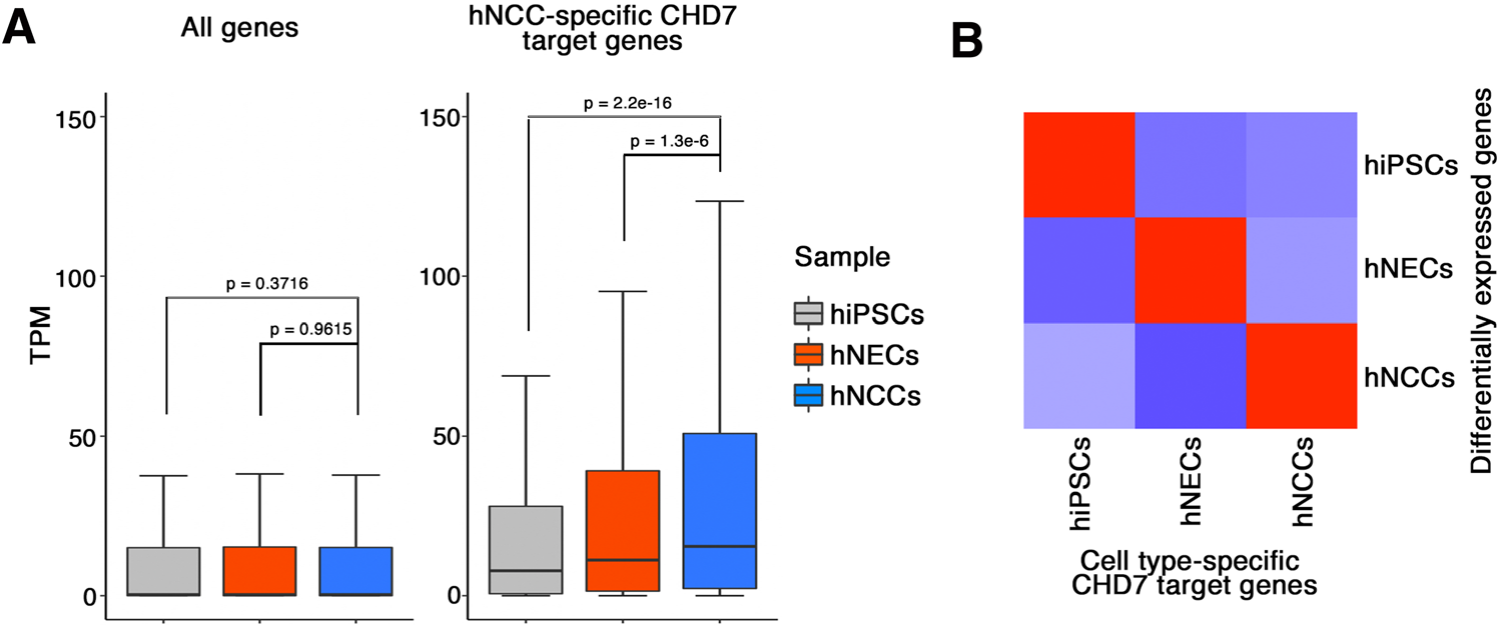
Correlation of CHD7-bound enhancer regions with transcription of target genes in hNCCs. (**A**) Boxplot showing expression of all genes (left) and hNCC-specific CHD7-target genes (right) in hiPSCs, hNECs, and hNCCs. (**B**) Correlation analysis of cell type-specific CHD7 target genes and DEGs in hiPSCs, hNECs, and hNCCs. Heatmap showing z-score of correlations.

### Co-occupancy of CHD7 with TFAP2A and nuclear receptor subfamily 2 group F1/F2 (NR2F1/F2)

The master NC regulators TFAP2A and NR2F1/F2 have been reported to be involved in the hNCC enhancer regulatory mechanism^38^. Given that motif analysis of the CHD7-binding region in hNCCs revealed the possible co-existence of TFAP2A with CHD7 (Fig. 2C), we analyzed the relationship among CHD7, TFAP2A, and NR2F1/F2 in hNCCs. Reanalysis of published datasets for TFAP2A, NR2F1, and NR2F2 ChIP-seq experiments in hNCCs^38^ showed that TFAP2A bound preferentially to the proximal region of its targets. Additionally, its bound regions were associated with H3K4me3 and EP300, indicative of the role of TFAP2A as a direct transcriptional activator (Supplementary Fig. S2). In contrast, the NF2F1/F2-binding datasets showed that a substantial fraction of NR2F1/2 bound to the distal regions of their targets with increased enhancer activity, demarcated by co-occupancy of H3K4me1 and H3K27ac (Supplementary Fig. S2). We investigated the interplay of CHD7 with TFAP2A and NR2F1/2 in hNCCs by examining the enrichment of TFAP2A and NR2F1/2 in the CHD7-binding region in hNCCs. As a reference, we also compared their enrichment in the CHD7-binding region in hNECs. Interestingly, these transcription factors were preferentially enriched in hNCC-specific CHD7-binding regions, and their abundance was substantially lower in hNEC-specific CHD7-binding regions (Fig. 5A–C). These results indicate that the co-existence of tissue-specific transcription factors ensures cell type-specific CHD7 binding. A previous study^38^ showed that hNCC-specific gene expression was linked to TFAP2A- or NR2F1/2-binding regions. In particular, it has been shown that TFAP2A and NR2F1/2 are present in the enhancer regions of hNCC genes such as *SOX9*, *SNAI1*, and *TWIST1*, which are essential genes for neural crest induction and differentiation^39^. Notably, these genes are also targeted by CHD7 in hNCCs (Fig. 5D). To directly examine whether CHD7 actually interacts with TFAP2A and NR2F1/2 in hNCC-specific CHD7 targets, we performed sequential ChIP experiments called ChIP-reChIP experiments^40^ (Fig. 5D). ChIP-ReChIP-qPCR analysis showed enrichment of CHD7-TFAP2A, CHD7-NR2F1, and CHD7-NR2F2 signals over the CHD7-IgG signal at enhancers, but not at control regions (Fig. 5D). These observations indicated co-occupancy of CHD7, TFAP2A, and NR2F1/2 on CHD7-targeted regions in hNCC. Furthermore, to investigate the impact of the co-occupancy of these factors on their targets in hNCCs, we examined the gene expression classified by the degree of binding of each factor (Fig. 5E). Interestingly, genes co-occupied by CHD7 together with TFAP2A and NR2F1/2 further elaborated hNCC-specific gene expression, indicating the synergistic actions of these factors as a basis for cell type-specific transcription in hNCCs (Fig. 5E and Supplementary Fig. S4A).

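Supplementary Fig. S4 names 5 target genes shared by CHD7, TFAP2A, and NR2F1/2, and all of them are in Supplementary Table S3. The median of the 5 genes was 11.0 TPM in hiPSCs, 23.4 TPM in hNECs, and 70.1 TPM in hNCCs. Coordinates of genes are on GRCh37, from the GENCODE annotation. *CADM1*, which encodes a cell adhesion molecule, lies on chromosome 11 from 115039938 to 115375675. It was at 29.7 and 29.3 TPM in the hiPSC libraries, 48.2 and 48.7 TPM in the hNEC libraries, and 191 and 188 TPM in the hNCC libraries. Its log2 fold change in hNCCs was 2.64 (standard error 0.08, adjusted p = 8.85e-07) against hiPSCs and 1.95 (standard error 0.08, adjusted p = 5.92e-06) against hNECs, from limma with Benjamini-Hochberg adjustment. *PDLIM4*, a gene for a PDZ and LIM domain protein, lies on chromosome 5 from 131593389 to 131609147. It reached 70.1 ± 1.41 TPM (SD, n = 2) in hNCCs against 11.0 ± 0.992 TPM in hiPSCs and 8.67 ± 0.698 TPM in hNECs. In the same limma fit with Benjamini-Hochberg adjustment it rose by 2.57 (standard error 0.12, adjusted p = 4.24e-06) on the log2 scale against hiPSCs and by 2.88 (standard error 0.12, adjusted p = 7.05e-06) against hNECs. *PLXND1*, which encodes a semaphorin receptor, lies on chromosome 3 from 129274057 to 129325519. Its level was 13.5 ± 0.712 TPM (SD, n = 2) in hiPSCs, 29.8 ± 8.70 TPM in hNECs, and 194 ± 12.2 TPM in hNCCs. For this gene limma with Benjamini-Hochberg adjustment gave 3.75 (standard error 0.19, adjusted p = 5.81e-06) against hiPSCs and 2.69 (standard error 0.19, adjusted p = 5.92e-05) against hNECs. These 3 genes were also called higher in hNCCs than in both other cell types with the other pseudocount, TPM minimums, scalings, and models tried, although *CADM1* against hNECs lies below a log2 fold change of 2. *SNAI1*, a gene for a zinc finger repressor on chromosome 20 from 48599517 to 48605423, was highest in hNECs, at 27.5 and 19.4 TPM, against 10.00 and 8.93 TPM in hNCCs and 4.64 and 4.85 TPM in hiPSCs. In hNCCs its log2 fold change was -1.20 (standard error 0.18, adjusted p = 0.00183) against hNECs, and its rise of 0.86 over hiPSCs stayed below the threshold for a call, again by limma with Benjamini-Hochberg adjustment. *CBX7*, a gene for a Polycomb protein on chromosome 22 from 39516172 to 39548685, was low in each cell type and highest in hiPSCs, at 4.82 and 4.38 TPM. It was at 0.254 and 0.261 TPM in hNECs and at 1.93 and 1.49 TPM in hNCCs. Its change in hNCCs was -1.05 (standard error 0.13, adjusted p = 2.84e-04) against hiPSCs and 1.10 (standard error 0.13, adjusted p = 5.22e-04) against hNECs on the log2 scale by limma with Benjamini-Hochberg adjustment. TMM scaling brought the latter to 0.99 and quantile normalization to 0.78, which are no longer called. Of the 31-base sequences in *CBX7* transcripts, 21.3% also occur in transcripts of other genes, so part of its TPM is uncertain.

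**Figure D2:**
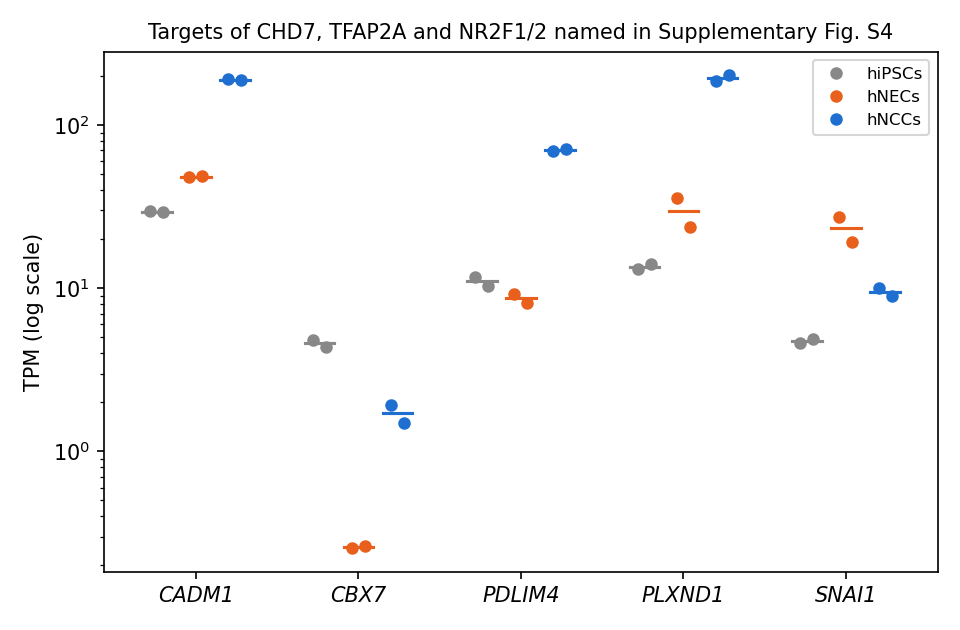
TPM of *CADM1*, *CBX7*, *PDLIM4*, *PLXND1*, and *SNAI1* on a log scale, with one point per library and a bar at the mean of the 2 libraries of hiPSCs (grey), hNECs (orange), and hNCCs (blue). *CADM1*, *PDLIM4*, and *PLXND1* are highest in hNCCs, *SNAI1* in hNECs, and *CBX7* in hiPSCs.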

**Figure 5:**
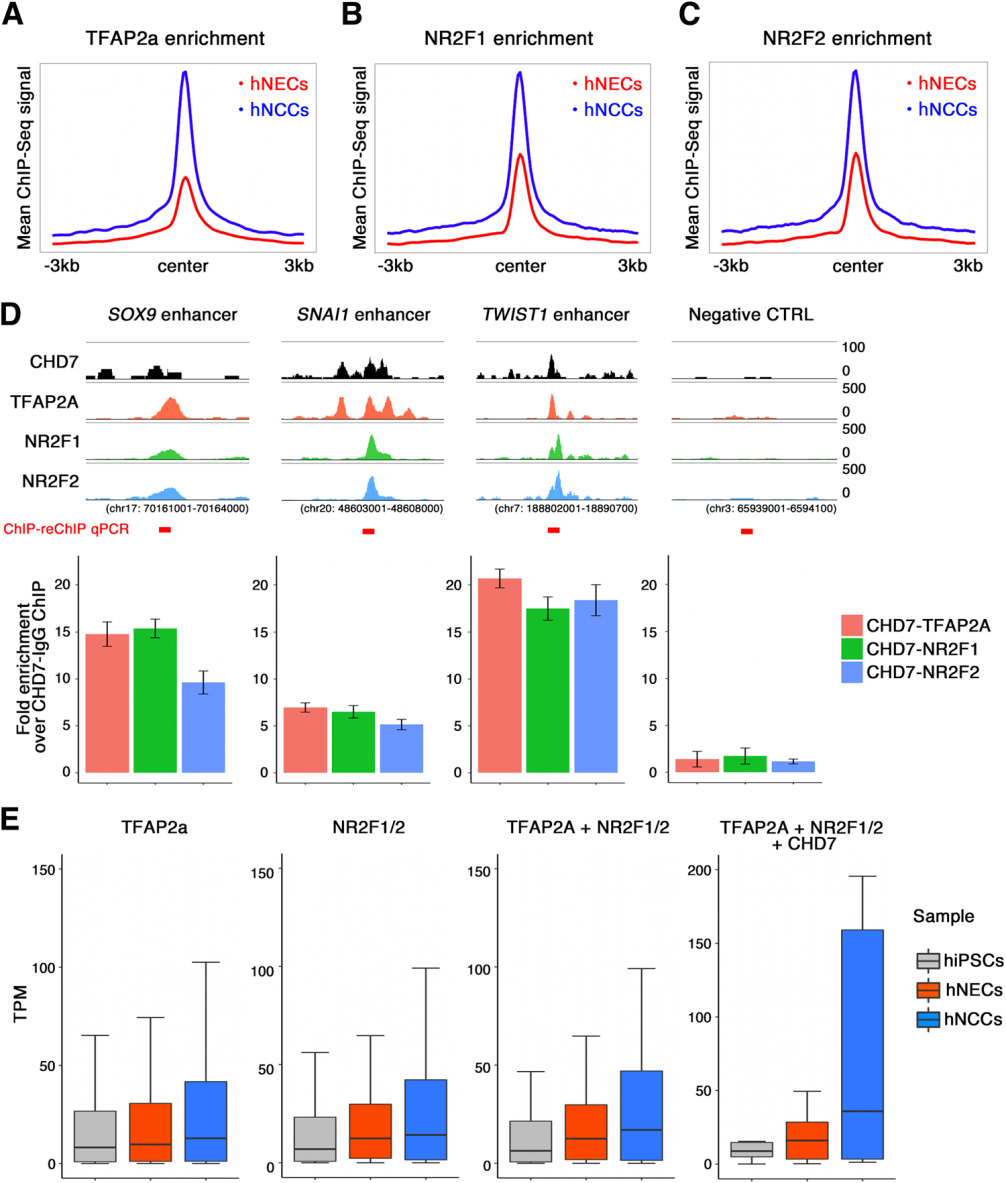
Co-localization of CHD7, TFAP2A, and NR2F1/2 strongly induced hNCC- specific gene expression. (**A**) Enrichment analysis of TFAP2A in hNECs and hNCCs. The mean TFAP2A ChIP-seq signal from ± 3 kb of the CHD7-bound center was plotted. (**B**) Enrichment analysis of NR2F1 around CHD7-bound regions in hNECs and hNCCs. The mean NR2F1-ChIP-seq signal was plotted. (**C**) Enrichment analysis of NR2F2 around CHD7-bound regions in hNECs and hNCCs. The mean NR2F2-ChIP-seq signal was plotted. (**D**) ChIP-reChIP analysis of CHD7-TFAP2A-NR2F1/2 co-occupancy. Snapshot of ChIP-Seq signal (CHD7: black, TFAP2A: red, NR2F1: green, NR2F2: blue) in hNCC enhancer region of NCC specific genes. The genomic region indicated the whole loci shown in the snapshot. The red bar indicates the amplified region at ChIP-reChIP qPCR analysis. ChIP-reChIP analysis was performed using an anti-CHD7 antibody as the first antibody. Antibodies against control IgG, TFAP2A (red), NR2F1 (blue), or NR2F2 (green) antibodies were used for reChIP, respectively. Immunoprecipitated DNA was analyzed by qPCR of selected hNCC enhancers shown in the upper panels. Y axis shows fold enrichment over a CHD7-IgG ChIP-reChIP. (**E**) Target genes of CHD7, TFAP2A, and NR2F1/2 were extracted and gene expressions in each cell type were plotted.

## Discussion

This study provides the first genome-wide mapping of CHD7 in hNCCs. Combined with chromatin-state profiling, it revealed that CHD7 acts as an activator of enhancers to specify hNCC-specific gene expression. Importantly, cell type-specific CHD7-binding sites in hNCCs were enriched in SEs and predicted critical transcription factor-binding regions, such as TFAP2A, that drive hNCC-specific cell state-determining gene expression. Furthermore, the presence of CHD7 in hNCC transcription factor-binding regions increased the accuracy of detecting genes with hNCC-specific expression patterns, suggesting that profiling of CHD7-binding properties in hNCCs may provide an excellent resource for hNCC biology.

NCC populations arise transiently from the neural tube during development^41–43^. Importantly, they acquire broad differentiation and migration potentials and contribute to craniofacial bone, cartilage, peripheral nervous system, pigment cells, and specific heart structures^41–43^. Because NCCs contribute to the construction of the cranial mesenchyme, abnormal NC development is associated with various congenital malformations known as neurocristopathies^44^, which manifest as hearing loss and complex craniofacial defects and comprise one of the most common types of congenital disabilities^45^. Because the NC cannot be studied in the embryonic context, NCC induction systems using PSCs are essential for investigating the molecular mechanisms regulating the cellular behavior of NCCs, especially in humans^11,12^.

Based on this background, unbiased high-throughput transcriptomic and epigenomic profiling of hNCCs can be performed to identify cis- and trans-regulatory factors that control hNCC development^38,39,46,47^. The master lineage designator TFAP2A and the nuclear receptor NR2F1/2 simultaneously recognize the enhancer-coded sequence in hNCCs, leading to a transcriptionally permissive enhancer chromatin state in hNCCs^39^. The current analysis showed that these factors cooperated with CHD7 in hNCCs and that the regions co-occupied with TFAP2A, NR2F1/2, and CHD7 were highly linked to hNCC-specific gene expression (Fig. 5 and Supplementary Fig. S3). The presence or absence of CHD7 binding may thus predict the cell-specific genes essential for development and cell function in hNCCs.

We previously demonstrated the defective migration of iPSC-NCCs derived from CHARGE patients (CHARGE-iPSC-NCCs)^12^, and also reported 338 differentially expressed genes (DEGs) (238 upregulated and 100 downregulated) in CHARGE-iPSC-NCCs^12^. We therefore considered that it would be interesting to determine if the datasets obtained in the current study could help to elucidate the molecular mechanism underlying the cellular phenotypes of CHARGE-iPSC-NCCs. We performed analyses to integrate these data and found that, although CHD7-bound genes were expected to be downregulated in CHARGE syndrome, the downregulated DEGs were not included in the CHD7-bound gene lists, while about ten upregulated DEGs in CHARGE-iPSC-NCCs were included as CHD7-bound genes (data not shown).

Furthermore, we also examined the expression of genes bound by CHD7, TFAP2A, and NR2F1/2. Although a subset of genes was slightly downregulated in CHARGE-iPSC-NCCs, there was no major difference in the expression of these target genes (Supplementary Fig. S4). Further analyses should be performed to investigate this divergence in results in CHARGE-iPSC-NCCs.

One potential limitation of the current study was the axial-specific heterogeneity of the hNCCs. NC development progresses from anterior to posterior within the embryo during neurulation^41,42,48^, and despite their multipotency, NCCs produce different derivatives depending on their axial position^48^. Given that the hNCCs used in the current study were cranial NCCs^11,12^, and CHD7 may have different targets in other types of NCCs. Furthermore, this analysis compares multiple ChIP-seq data published by different groups using different antibodies. Therefore, it may have affected peak detection compared to the analysis that directly compares the signal intensity between each cell type.

Non-coding genomic mutations are implicated in human diseases, with associations between mutations in the enhancer region and the pathogenesis of disease progression^47,49,50^. Furthermore, mutations in tissue-specific enhancer regions can disrupt target-gene regulation in specific tissues. Indeed, mutations in the enhancer region of *SOX9*, an essential gene for NC development, have also been reported in the human craniofacial disorder Pierre Robin sequence^43^. Given that the impact of mutations in non-coding areas on long-term functional outcomes is difficult to address, the current results may help to determine the significance of genetic mutations in the enhancer regions in diseases considered to be caused by defects in NC development.

## Methods

### Cell culture

The hiPSC line 1210B2 was maintained as described previously^51,52^. The hiPSCs were dissociated using 0.5× TrypLE Select (Thermo Fisher) and plated on iMatrix511 (Nippi)-coated dishes in StemFit (AK03N) medium at feeder-free condition. The hiPSC-derived NECs were established and maintained as described previously^53,54^. The hNECs were passaged every 4 days and plated at a ratio of 1:5. The cells were dissociated using TrypLE Select (Thermo Fisher) and plated on Matrigel (Corning)-coated dishes in RHB-A medium (Takara) supplemented with 10 ng/mL EGF (Peprotech) and 10 ng/mL FGF2 (Peprotech). The hiPSC-derived NCCs were established previously and passaged less than three times for analysis. The hNCC medium consisted of 1:1 neurobasal medium (Thermo Fisher Scientific) and D-MEM/Ham’s F-12 (Wako) medium containing 1× GlutaMax (Thermo Fisher Scientific), 0.5× GEM 21 NeuroPlex serum-free supplement (Gemini Bio Products), 0.5× N2 supplement (Thermo Fisher Scientific), 5 mg/mL insulin (Sigma-Aldrich), 0.5% penicillin and streptomycin (Nacalai tesque), 20 ng/mL FGF2 and 20 ng/mL EGF. The hNCCs were dissociated using TrypLE Select and plated on fibronectin (Sigma-Aldrich)-coated dishes.

### Plasmid construction

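*GPC1* encodes a heparan sulfate proteoglycan of the cell surface and lies on chromosome 2 from 241375080 to 241407493 of GRCh37. It was expressed at 18.8 and 16.3 TPM in the hiPSC libraries, 29.2 and 18.0 TPM in the hNEC libraries, and 73.3 and 82.0 TPM in the hNCC libraries. Its log2 fold change in hNCCs was 2.08 (standard error 0.22, adjusted p = 1.48e-04) against hiPSCs and 1.72 (standard error 0.22, adjusted p = 8.44e-04) against hNECs, from limma with Benjamini-Hochberg adjustment. Supplementary Table S2 as used here lists 1016 super-enhancers, whereas the paper reports 1394. In it, the super-enhancers assigned to *MSX2* and to *GPC1* are both listed with a VISTA element and with 0 CHD7-bound regions. The paper reports CHD7 binding at both loci in Fig. 3C. Why the entries list 0 regions was not tested, so they are no evidence that CHD7 is absent there.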

Selected genomic regions near the human MSX2 and GPC1 genes were amplified by PCR from the human genomic DNA and cloned into a pGL3 promoter vector (Promega). Primers used for cloning were listed in Supplemental Table S4.

### Luciferase assay

hiPSCs, hNECs, and hNCCs were replated onto 12-well plates (Greiner Bio-One) and transfected with a reporter vector the next day. The sea pansy luciferase gene conjugated with human elongation factor-1α promoter (R-Luc) was also cotransfected as an internal control. Transfection was performed using a genejuice (Merck) according to the manufacturer’s procedures. Cells were solubilized 24 h after the transfection, and luciferase activity was measured according to the procedures recommended for the Dual-Luciferase Reporter Assay System (Promega) using GLOMAX multi-detection system (Promega). Firefly luciferase activity was divided by R-Luc activity from the cotransfected control plasmid.

### ChIP-reChIP qPCR

Chromatin immunoprecipitation was performed as previously described with minor modifications^10,39^. The dual cross-linking method was performed using 200 mM EGS for 30 min followed by 1% formaldehyde for 10 min and quenched by adding glycine to a final concentration of 125 mM. Cells were collected with NP-40 buffer (10 mM Tris–HCl, 10 mM NaCl, 0.5% NP-40) and centrifuged to a pellet, lysed in SDS lysis buffer (50 mM Tris–HCl, 1% SDS, 10 mM EDTA), and then incubated for 10 min on ice. Cell lysates were sonicated using Covaris S2 (Covaris) until the DNA fragments were 200—300 base pairs in length. These chromatin samples were diluted 1:10 with dilution buffer [50 mM Tris–HCl, 167 mM NaCl, 1.1% Triton X-100, 0.11%s sodium deoxycholate (NaDOc)], and 5% of the total volume was stored as input. The first immunoprecipitation was performed at 4 °C overnight with 3 μγ of an antibody conjugated with Dynabeads (VERITAS). Immune complexes were washed sequentially RIPA low-salt (50 mM Tris–HCl, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1%NaDOc), RIPA high-salt (50 mM Tris–HCl, 500 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1%NaDOc), TE and eluted by TE/10 mM DTT at 37 °C for 30 min. Eluted chromatin was diluted 20 times with RIPA row-salt buffer for the second immunoprecipitation reaction. Next, immune complexes were washed, and immunoprecipitated DNA was eluted with elution buffer (10 mM Tris–HCl, 300 mM NaCl, 5 mM EDTA, 0.5% SDS) at 65 °C for 4 h. DNA was further incubated with RNase and proteinase K (Nacalai Tesque) and purified using a ChIP DNA clean and concentrator kit (Zymo Research). Antibodies used in this study have been reported as suitable for ChIP assay: anti-CHD7 (D3F5, Cell Signaling Technology), anti-TFAP2A (sc-12726, Santa Cruz Biotechnology), anti-NR2F1 (PP-H8132-00, Perseus Proteomics) and anti-NR2F2 (PP-H8132-00, Perseus Proteomics). Quantitative PCR (qPCR) analysis was performed using a ViiA7 system (Applied Biosystems) with KAPA SYBR FAST Master Mix (KAPA Biosystems). The primers used are listed in Supplemental Table S4.

### Reanalysis of ChIP-seq data

ChIP-seq data for histone modification in hNCCs were obtained from the Gene Expression Omnibus (GEO) database (GSE28876). Other ChIP-seq data for CHD7-binding in hNCCs and other ChIP-seq data for hiPSCs and hNECs were deposited as a part of our previous study through GEO accession number GSE108506. Raw reads were trimmed based on read length and quality using Trimmomatic (v. 0.33). The trimmed reads were then aligned to the reference genome (UCSC hg19) using Bowtie2 (v. 2.1.0) with the default parameters, and only uniquely mapped reads were used for subsequent analyses. The resulting SMA files were converted to the BAM format using SAMtools (v. 0.1.19). Peak calling was performed using MACS2 (v. 2.2.7.1) with default settings^55^. Cell type-specific CHD7-peaks were identified using the DiffBind (v. 3.6.1) R package. Overlaps for each peak were calculated using bedtools (v. 2.17.0) with default parameters. The genome-wide peak distribution from TSS was calculated using the ChIPseeker (v. 1.32.0) R package, and functional GO analysis of CHD7 peaks was performed using the GREAT website (http://bejerano.stanford.edu/great/public/html/index.php). The enhancer category was calculated based on the overlap of the CHD7-binding site and the enhancer region registered in the VISTA enhancer browser.

### Heatmap analysis

Heatmaps for each sample against the CHD7-binding region were made using deepTools (v. 1.5.11). The average H3K27ac read density at each region and the corresponding flanking region were calculated (bin size = 50). The lengths of the SE regions (between TSS and TES) were scaled relative to the median length.

### Motif search

Enriched sequences in the top 500 CHD7-binding regions were searched using MEME (v. 1.4) software and the identified sequences were compared using motif databases (JASPAR and HOCOMOCO) with TOMTOM (v. 2.2) software.

### Identification of SEs and associated genes

SEs were identified using the ROSE algorithm with default parameters based on H3K27ac intensity, in which enhancer peaks located within 12.5 kb were stitched together and ranked based on their input-subtracted signal for H3K27ac^31^. We used a promoter-exclusion zone of 5000 bp to prevent any enhancer contained within a window of ± 2500 bp around an annotated TSS from being stitched. Enhancer-associated genes were defined based on the calculated distance from the center of the SE to the nearest TSS of each gene. The assignment of enhancers to the closest genes in hNCCs is shown in Supplementary Table S2.

### Library preparation and RNA-seq

Samples for RNA-seq were prepared using the TruSeq RNA Library Prep Kit (Illumina) according to the manufacturer’s protocol. The sequencing library was sequenced on a NestSeq 1000 (Illumina). The adapter sequence and low-quality reads were removed using trimmomatic (v. 0.33), and the trimmed reads were mapped to reference genome hg38 using Kallisto (v. 0.46.2) with default settings. The count matrix data from Kallisto was loaded into R software (v. 4.2.0), and downstream analysis was performed. Differentially expressed genes were evaluated using the limma (v. 3.52.2) library.

### Computational analysis of CHARGE patient microarray data

Our previously published gene expression profiles of WT and CHARGE patient-derived NCCs data (GSE86212) were loaded into R (v. 4.2.0) for statistical analysis. Boxplots were made using the R package ggplot2 (v. 3.3.6).

## Supplementary Information

Supplementary Legends.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Figures.

## Data Availability

RNA-seq data have been deposited in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/) and are accessible through the following GEO accession number (GSE220680).

# Supplementary material for: Chromatin remodeler CHD7 targets active enhancer region to regulate cell type-specific gene expression in human neural crest cells
**Source:** Sci Rep. 2022 Dec 31;12:22648. doi: 10.1038/s41598-022-27293-6
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplemental Figure 1. CHD7 bound to cell type-specific regulatory regions**

(A) Distribution of CHD7-bound regions near gene body. The mean ChIP-seq signal was plotted. (B) CHD7-binding sites in hiPSCs, hNECs, and hNCCs. ChIP-seq peaks were detected using MACS2 peak caller (v. 2.2.7.1). Cell type-specific peaks were identified using DiffBind (3.6.1) R software. (C) Cell type-specific CHD7-binding sequences were analyzed and the top five motifs of each cell type were plotted.

**Supplemental Figure 2. Distribution of transcription factor binding sites in hNCCs**

(A) CHD7-, TFAP2A-, NR2F1-, and NR2F2-binding loci were distributed from TSS regions in hNCCs. (B) Heatmap analyses of the ChIP-seq signal of EP300 and selected histone modifications (H3K4me1, H3K4me3, H3K27ac, and H3K27me3). All ChIP-seq signals displayed from ±5 kb surrounding the center of each annotated CHD7, TFAP2A, NR2F1, and NR2F2 peak.

**Supplemental Figure 3. Gene expression of cell type-specific genes**

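*CHD7* lies on chromosome 8 from 61591299 to 61780587 of GRCh37. Its level was 25.0 and 22.2 TPM in the hiPSC libraries, 35.4 and 21.7 TPM in the hNEC libraries, and 11.3 and 10.2 TPM in the hNCC libraries. It was lowest in hNCCs, with log2 fold changes of -1.06 (standard error 0.22, adjusted p = 0.00418) against hiPSCs and -1.29 (standard error 0.22, adjusted p = 0.00311) against hNECs, from limma with Benjamini-Hochberg adjustment. Both standard errors come from one variance shared by all cell types. With only the libraries compared in the fit, limma with that adjustment gave adjusted p = 4.95e-05 against hiPSCs and 0.0165 against hNECs. Between hNECs and hiPSCs the log2 fold change of 0.23 was within the replicate error (adjusted p = 0.391 from limma with Benjamini-Hochberg adjustment), and without hNEC replicate 1 it turned to -0.11. *SOX2*, the pluripotency and neural gene on chromosome 3 from 181429713 to 181432224, was at 88.3 ± 0.786 TPM (SD, n = 2) in hiPSCs and 42.8 ± 4.13 TPM in hNECs. It was at 0.183 and 0.0351 TPM in the hNCC libraries, log2 fold changes of -6.33 against hiPSCs and -5.31 against hNECs, both called. *PAX6*, a gene of the neural tube on chromosome 11 from 31806327 to 31839509, was low everywhere and highest in hNECs. The hNEC libraries held 5.51 and 3.75 TPM, the hiPSC libraries 0.585 and 0.245 TPM, and the hNCC libraries 0.113 and 0.120 TPM. Its log2 fold change in hNECs against hiPSCs was 1.99 (standard error 0.18, adjusted p = 1.07e-04) by limma with Benjamini-Hochberg adjustment. Its change in hNCCs against hiPSCs was not called at -0.33 and became called at -1.17 with a pseudocount of 0.1. With the pseudocount of 1 it was -0.16 without hiPSC replicate 1 and -0.51 without hiPSC replicate 2. Of the 31-base sequences in *PAX6* transcripts, 25.0% also occur in other genes, *ELP4* more than any other. *TFAP2A* lies on chromosome 6 from 10393419 to 10419892. It reached 75.6 ± 0.144 TPM (SD, n = 2) in hNCCs, while both hiPSC libraries were below 0.1 TPM and the hNEC libraries held 0.966 and 0.848 TPM. The log2 fold change of *TFAP2A* in hNCCs was 6.18 (standard error 0.12, adjusted p = 4.03e-07) against hiPSCs and 5.33 (standard error 0.12, adjusted p = 1.40e-06) against hNECs by limma with Benjamini-Hochberg adjustment. Its small rise in hNECs over hiPSCs, 0.85 on the log2 scale, stayed below the fold change threshold, which it passed with a pseudocount of 0.1, at 2.75, and with quantile normalization, at 1.06. *TFAP2A* shares 15.1% of its 31-base sequences, with *TFAP2A-AS2* more than with any other gene. *MSX2*, a homeobox gene on chromosome 5 from 174151585 to 174157899, was at 124 ± 6.99 TPM (SD, n = 2) in hNCCs and below 1 TPM in each library of the other cell types. Its log2 fold change in hNCCs was 6.68 against hiPSCs and 6.49 against hNECs, with 9.54% of its 31-base sequences shared with other genes. Of the 10 comparisons of hNCCs with another cell type for these 5 genes, 9 were called.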

(A) Bar chart showing *CHD7, SOX2, PAX6, TFAP2A,* and *MSX2* gene expression in hiPSCs, hNECs, and hNCCs. (B) Heatmap of DEGs in each cell type. 

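Across the 14662 genes, the Pearson correlation of log2(TPM + 1) between the libraries of one cell type was 0.997 in hiPSCs, 0.990 in hNECs, and 0.997 in hNCCs. It averaged 0.890 over the 4 pairs of an hNEC and an hNCC library, 0.800 between hiPSCs and hNECs, and 0.756 between hiPSCs and hNCCs. The 4 values of each kind stayed within 0.882 to 0.897, 0.794 to 0.806, and 0.754 to 0.758, so these averages differ by more than the libraries of a cell type. These are correlations across genes, which are not independent replicates, and no test was made. Average-linkage clustering joined the libraries of each cell type, then hNCCs with hNECs, and hiPSCs last, at a correlation of 0.778. The choice of genes moved these values most, since without a filter on TPM hiPSCs and hNCCs correlated at 0.877, with the order of the pairs unchanged. Among the genes called higher in hiPSCs than in both other cell types, *POU5F1*, *TDGF1*, and *EPCAM* had the largest difference, taking the smaller of the 2 log2 fold changes. *POU5F1* was at 1720.5 and 1724 TPM in the hiPSC libraries and at 0.268 and 0.257 TPM in the hNEC libraries. In the hNCC libraries it was at 2.43 and 0.633 TPM, a log2 fold change of -9.51. *TDGF1* reached 608 ± 8.73 TPM (SD, n = 2) and *EPCAM* 346 ± 2.83 TPM in hiPSCs, and both were below 1 TPM in each other library. Of the 31-base sequences of *POU5F1*, 51.9% occur in other genes, *POU5F1B* foremost, and of those of *TDGF1*, 47.9%, *TDGF1P3* foremost. In hiPSCs *POU5F1B* was at 0.570 TPM and *TDGF1P3* at 2.52 TPM, so little TPM was split off to these genes. The largest such differences of hNECs were those of *ZIC1*, *SPARCL1*, and *S100B*, at 204 and 138, 221 and 258, and 184 and 226 TPM in the hNEC libraries. Their smaller log2 fold changes were 7.21, 6.83, and 6.28. In hNCCs the leading genes were *TGM2*, at 308 and 312 TPM, *RGS4*, at 461 and 456 TPM, and *COL1A2*. *TGM2* rose by 7.26 on the log2 scale over hiPSCs and 7.04 over hNECs, and *RGS4* by 8.20 and 7.00.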

Expression levels were converted to z-score and plotted. 

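Cell type-specific DEGs were counted as the genes called higher in one cell type than in each of the others. There were 1627 such genes in hiPSCs, 476 in hNECs, and 1431 in hNCCs. The supplementary text names no threshold or contrast for DEGs, and the paper's methods name limma. The threshold on the fold change moved these counts most. Without it there were 3430 in hiPSCs, 1574 in hNECs, and 3665 in hNCCs, and with an absolute log2 fold change above 2 there were 531, 158, and 380. In pairwise comparisons, 6238 genes changed between hNCCs and hiPSCs, of which 3836 were higher in hNCCs and 2402 lower. Between hNCCs and hNECs 3065 genes changed, 2179 of them higher and 886 lower in hNCCs. Between hNECs and hiPSCs 5087 genes changed, 2684 higher and 2403 lower in hNECs. The split between higher and lower depends on how the libraries are scaled. Higher in hNCCs were 61.5% of the changes against hiPSCs with the TPM as deposited, 50.2% with TMM scaling, and 48.4% with quantile normalization. Against hNECs these shares were 71.1%, 57.0%, and 53.4%. The contrasts share libraries, and in 20 simulated data sets of 14662 genes without any change at most 1 gene was called specific to any cell type. The simulated noise was equal in all libraries, so this count does not cover the wider spread of the hNEC pair.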

(C) A number of detected DEGs and ChIP-seq target genes.

**Supplemental Figure 4. Gene expression of hNCC-specific genes in CHARGE-iPSC-NCCs**

Boxplot showing CHD7/TFAP2A/NR2F1/2-target gene expression (*CADM1*, *CBX7*, *PDLIM4*, *PLXND1*, *SNAI1*) in healthy control and CHARGE-iPSC-NCCs.

**Supplementary Table S1**

List of data sets of ChIP-seq in hiPSCs, hNECs and hNCCs analyzed in this study.

**Supplementary Table S2**

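Super-enhancers are long stretches of clustered enhancers, which the paper identified from the H3K27ac signal of hNCCs by stitching nearby peaks and ranking them. The entries of Supplementary Table S2 used here had a median length of 45784.5 bp, from 1722 to 301996 bp, and named 911 different genes, of which 866 are in the expression table. A CHD7-bound region was listed for 233 of them, with 367 regions in total and at most 5 in one super-enhancer. A VISTA element was listed for 35, and both for 10. The super-enhancer assigned to *SOX9* spans chromosome 17 from 70556583 to 70627891 and has 1 CHD7-bound region. The one assigned to *MSX1* spans chromosome 4 from 4752501 to 4768391, also with 1 CHD7-bound region. *NES* was assigned a super-enhancer on chromosome 1 from 156659152 to 156663262 with 0 CHD7-bound regions, although Supplementary Table S3 lists *NES* as a CHD7 target in hNCCs. The entries were read as coordinates of hg19, the genome to which the ChIP-seq reads were aligned, and none reaches past the end of a chromosome of that build.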

List of super-enhancer target genes in hNCCs. The genes closest to the super-enhancers center were listed as the target gene. The nearest CHD7-bound loci and VISTA enhancer-validated loci were listed.

**Supplementary Table S3**

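Of the symbols in Supplementary Table S3, 258 matched the expression table exactly and 7 through an older symbol, while another 7 were not matched. The genes that differed most from both other cell types were ranked by the smaller of their 2 log2 fold changes. *COL1A2*, a collagen gene on chromosome 7 from 94024207 to 94060539, rose most. It was at 2986 and 3065 TPM in the hNCC libraries against 25.1 and 23.7 TPM in hiPSCs and 2.38 and 1.69 TPM in hNECs. Its log2 fold change in hNCCs was 6.90 (standard error 0.12, adjusted p = 3.72e-07) against hiPSCs and 9.97 (standard error 0.12, adjusted p = 3.48e-07) against hNECs, from limma with Benjamini-Hochberg adjustment. *MXRA8*, on chromosome 1 from 1288069 to 1297157, was at 246 ± 6.58 TPM (SD, n = 2) in hNCCs, 7.36 ± 1.75 TPM in hiPSCs, and 7.77 ± 3.19 TPM in hNECs. The smaller of its log2 fold changes was 4.86 (standard error 0.26, adjusted p = 1.93e-05), against hNECs, by limma with Benjamini-Hochberg adjustment. *INHBA*, on chromosome 7 from 41706766 to 41745432, was at 55.0 ± 2.83 TPM (SD, n = 2) in hNCCs and rose by 5.09 on the log2 scale over hiPSCs and 4.33 over hNECs. The genes called lower in hNCCs than in both were *RASL11B*, *PIM1*, and *TRNP1*. *RASL11B*, on chromosome 4 from 53728484 to 53733002, was at 9.32 and 7.45 TPM in hNCCs, 22.9 and 22.8 TPM in hNECs, and 69.4 and 67.8 TPM in hiPSCs. Its log2 fold changes were -2.90 and -1.35, although 66.0% of its 31-base sequences are shared with other genes, *LINC01618* foremost. *PIM1*, on chromosome 6 from 37137928 to 37143204, changed by -2.52 against hiPSCs and -1.13 against hNECs. *TRNP1*, on chromosome 1 from 27320183 to 27327377, changed by -1.11 and -1.15.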

List of cell type-specific target genes of CHD7 in hNCCs.

**Supplementary Table S4**

List of primers used in luciferase reporter vector construction and qPCR.

# Supplementary material for: Chromatin remodeler CHD7 targets active enhancer region to regulate cell type-specific gene expression in human neural crest cells
**Source:** Sci Rep. 2022 Dec 31;12:22648. doi: 10.1038/s41598-022-27293-6

**A**

### Distribution of CHD7 binding loci

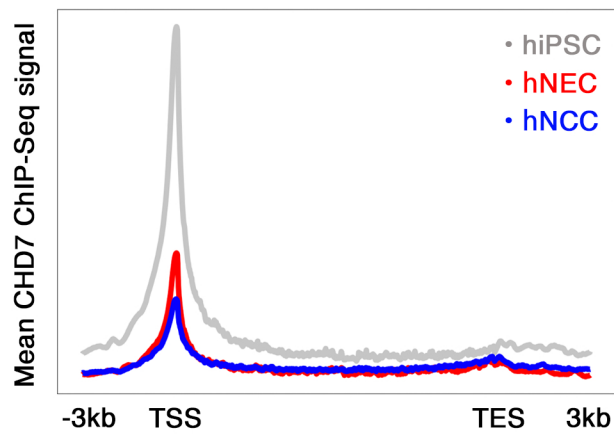

# B

| sample | # of peaks | # of cell type specific peaks |
|--------|------------|-------------------------------|
| hiPSCs | 31,518     | 25,676                        |
| hNECs  | 17,941     | 11,529                        |
| hNCCs  | 5,357      | 3,953                         |

**C**

## hiPSC

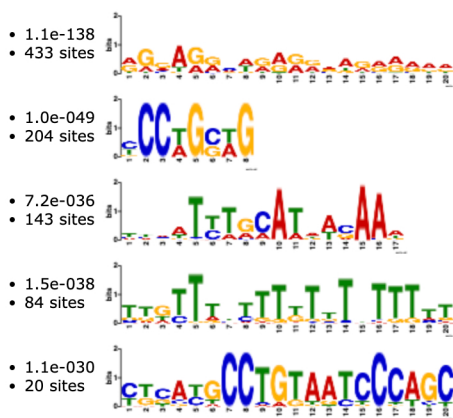

## hNEC

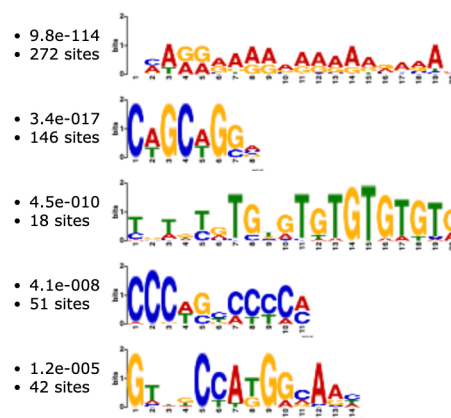

## hNCC

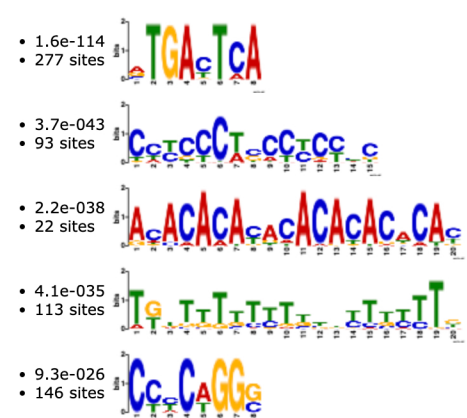

A

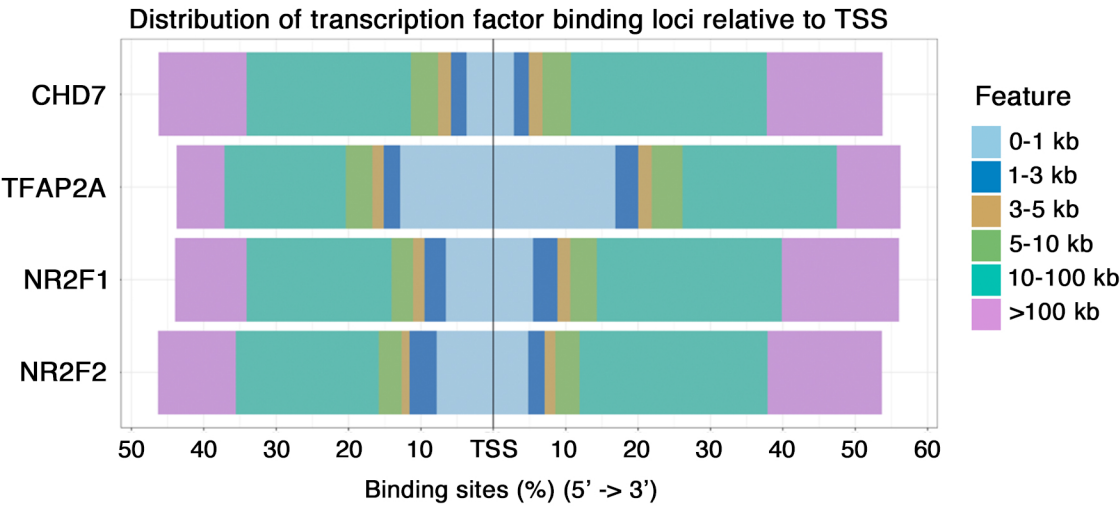

B

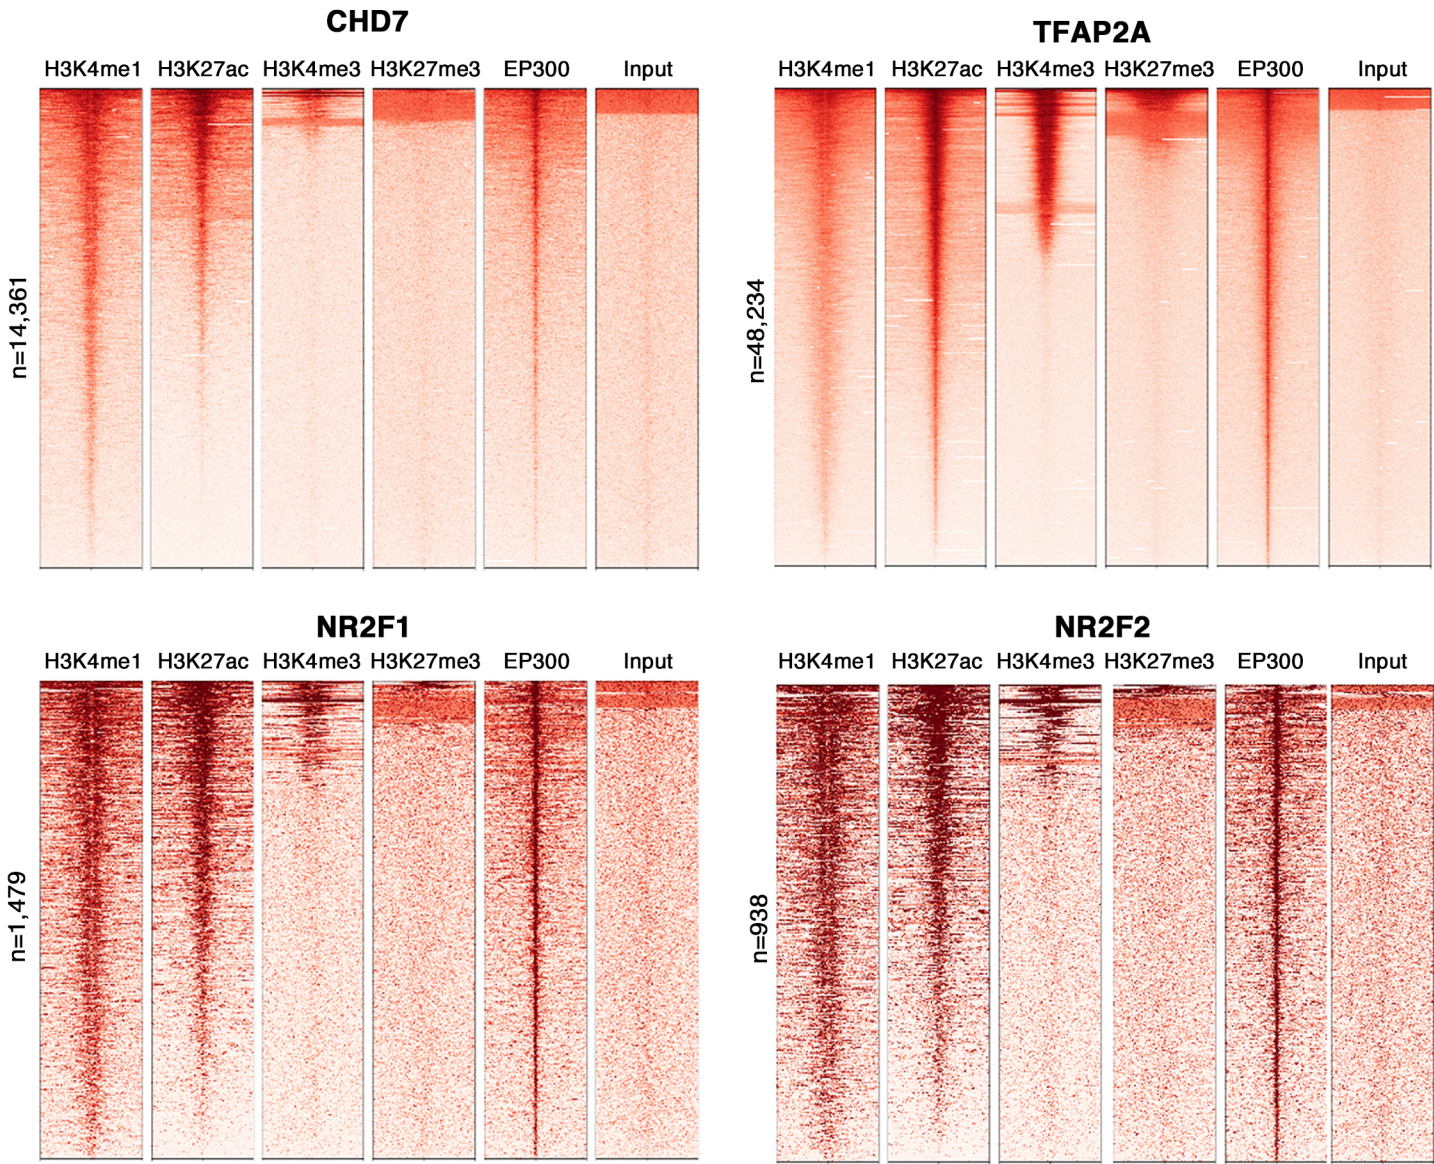

A

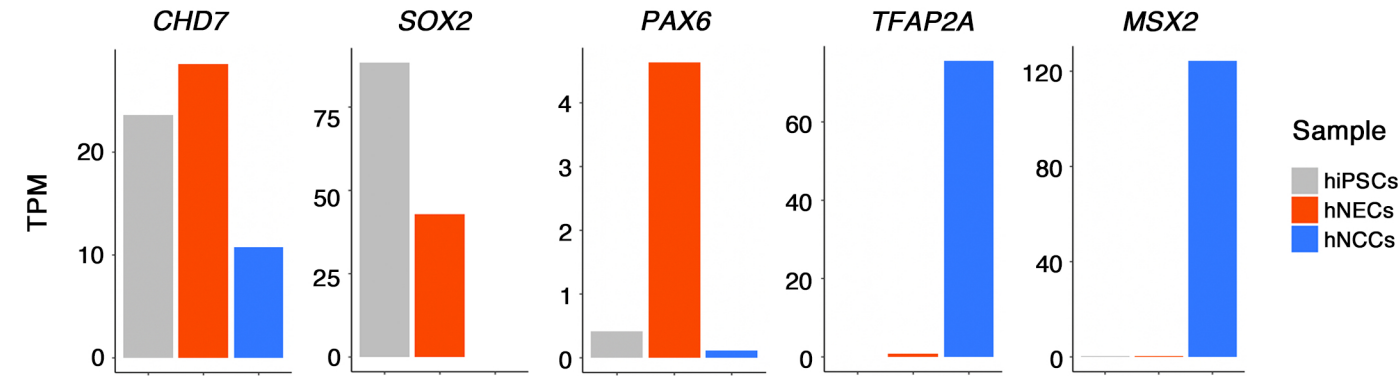

B

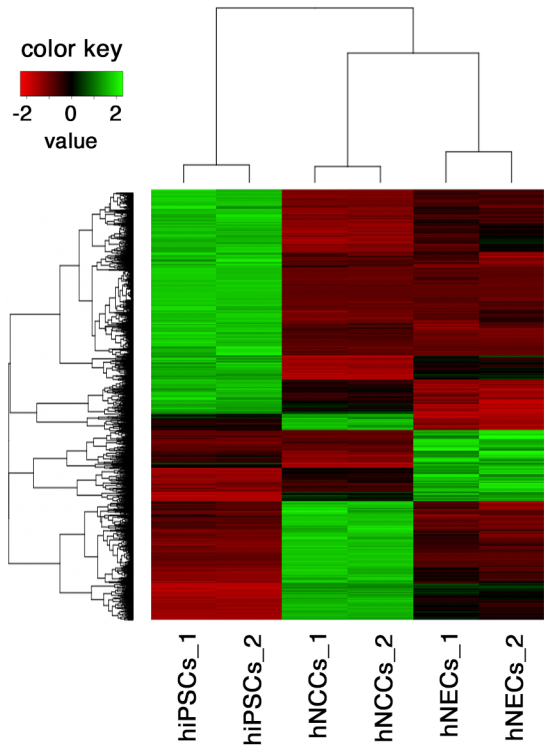

C

| sample | ChIP-Seq target genes | ChIP-Seq (DEGs) |
|--------|-----------------------|-----------------|
| hiPSCs | 2,766                 | 3,228           |
| hNECs  | 2,638                 | 1,028           |
| hNCCs  | 2,554                 | 1,947           |

**A**

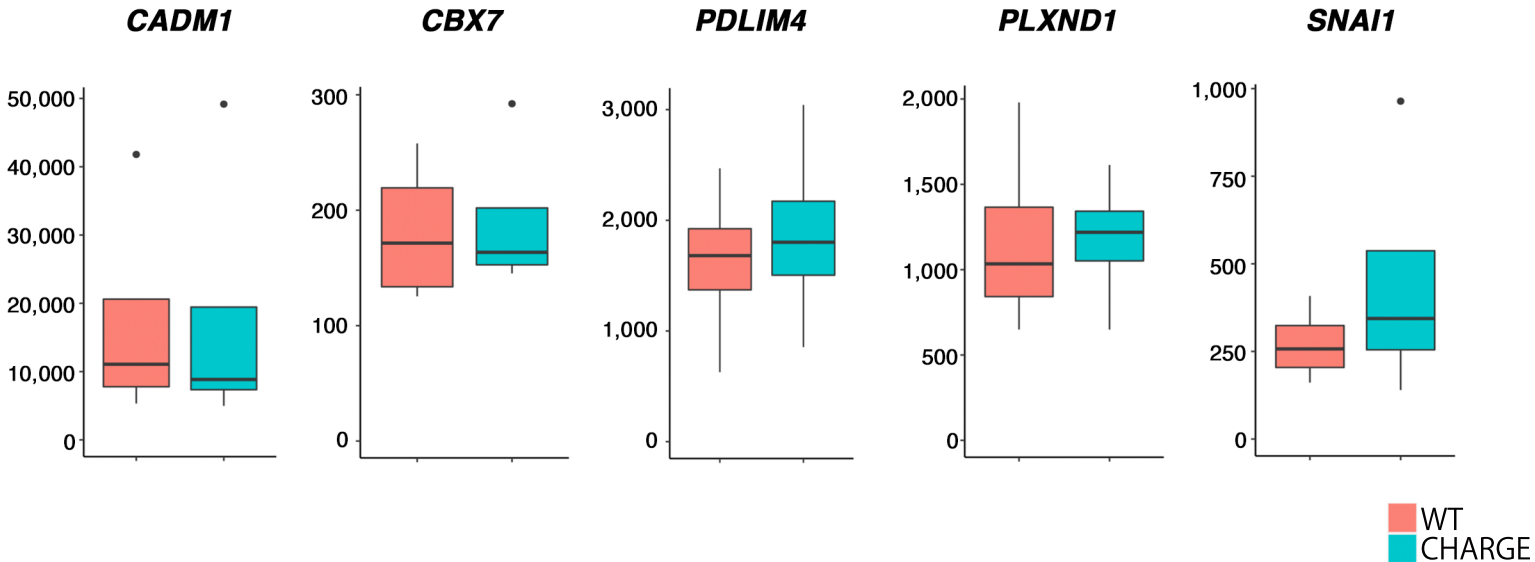

**Supplement:** Supplementary file 6 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

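RNA-seq was made from one hiPSC line and from hNECs and hNCCs derived from it, with 2 libraries per cell type. The authors prepared the libraries with a TruSeq kit, removed adapters and low-quality reads with Trimmomatic, and assigned the reads to hg38 transcripts with Kallisto under its default settings. The authors deposited, for each library, one TPM value per gene symbol, and a table that joins the 6 libraries. The values in the 6 files of single libraries equal the columns of that table. The paper's text does not name the transcript annotation or how transcripts were joined into symbols. TPM is already divided by transcript length and scaled to one total per library, and no scaling between libraries beyond that was found in the values. It keeps no number of reads, so the depth per library is unknown, sampling noise cannot be computed, and the spread between the 2 libraries of a cell type is the only measure of error. With 2 libraries per group, no permutation test of a single gene can reach a small p-value, and every adjusted p-value comes from a model fitted across all genes.

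From the deposited TPM, log2(TPM + 1) was computed for the 14662 of 29391 gene symbols with at least 1 TPM in at least 2 libraries. One linear model with the cell type as its only term was fitted to all 6 libraries with limma 3.58.1 in R 4.3.3, with a trend of the variance on the level, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in each comparison. A gene was called changed with an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Cell type-specific DEGs are the genes called higher in one cell type than in each of the others. The fit was tested on simulated data of 14662 genes with 200 changed genes, of which 200 were called along with 1 unchanged gene. All 100 genes raised in one cell type were called specific to it. The changed genes were not low ones and their changes were set above the threshold, so these calls say nothing about smaller changes or low genes. In 20 simulations without change at most 1 gene was called between hNCCs and hiPSCs, the only pair for which this was counted. All simulations drew normal noise of equal size for all libraries of a gene. They cannot give the error rate under the wider spread of the hNEC pair. Other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

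Genes of Supplementary Table S3 were matched by symbol, then by older symbol. That table holds fewer genes than the paper's count of target genes, which may be defined otherwise. Supplementary Table S2 holds fewer super-enhancers than the paper reports. Both were therefore used for description, and no set test was made with them. Genes named in the text were chosen by rule. They are the genes the paper names, the 3 genes of each DEG set with the largest smaller-of-2 log2 fold change, the 3 genes of Supplementary Table S3 with the largest rise and the 3 with the largest fall, the HOX genes, and a panel of early neural crest genes (*SOX10*, *FOXD3*, *PAX3*, *PAX7*, *TFAP2B*, *NGFR*, and *ETS1*) and mesenchymal genes (*COL1A1*, *COL1A2*, *COL3A1*, *TWIST2*, *PRRX1*, *PDGFRB*, and *PDGFRA*). A list of 12 neuroepithelial genes was added later for one test of the labels. Gene coordinates are those of the GENCODE annotation on GRCh37. Coordinates on hg38 were not used. To find genes whose reads Kallisto could share, the percent of the 31-base sequences of each named gene that occur in transcripts of other genes was computed from the GENCODE transcripts, which need not be the transcripts the authors used.

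The results were recomputed under alternatives that were listed before the data were examined. They change the pseudocount to 0.1, the TPM minimum to 5 or to none, the scaling to TMM factors or quantile normalization, the libraries in the fit to those compared, the variance trend to none, the fold change threshold to 2 or to none, the adjusted p-value threshold to 0.01, the contrast to one against the mean of the others, the matching to exact symbols, and the correlation to Spearman's. A replicate block and leaving out each library in turn were also tried. The rule on genes and the main settings were fixed at the same time. ChIP-seq, ChIP-reChIP, luciferase, and patient microarray measurements were not analysed here.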

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

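Of the tests in this part, those of 31-base sequences shared between genes were chosen before the result they bear on was seen. TMM scaling and quantile normalization were among the alternatives listed before the data were examined. All other tests were chosen only after. The genes below belong to a panel of neural crest and mesenchymal genes and to the HOX genes, whose expression the paper does not report, although *COL1A1*, *COL1A2*, and *PDGFRB* are in Supplementary Table S3. They drew attention because they were called in hNECs or hNCCs with a log2 fold change above 4 over hiPSCs. No other level of this size was found in the panel.

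In hNECs, *NGFR*, *COL3A1*, and *PRRX1* reached levels far above hiPSCs in both libraries. *NGFR* was at 144 ± 44.4 TPM (SD, n = 2) against 4.81 TPM in hiPSCs and 2.12 TPM in hNCCs, a log2 fold change of 4.61 (standard error 0.22, adjusted p = 5.09e-06) over hiPSCs from limma with Benjamini-Hochberg adjustment. *COL3A1* was at 1134 ± 343 TPM in hNECs and 0.199 TPM in hiPSCs, and *PRRX1* at 118 ± 16.9 TPM and 0.0321 TPM. Their log2 fold changes were 9.85 and 6.84. The tables argue against RNA of the hNCCs in the hNEC libraries. Of 54 genes with at least 100 TPM in hNCCs and under 1% of that in hiPSCs, 4 stayed below 1% of their hNCC level in hNECs while 15 were above 50%, whereas carried-over RNA would bring all of them at about one share. *COL1A2*, the most abundant of those discussed, was at 0.0671% of its hNCC level, *MSX2* at 0.316%, *TGM2* at 0.437%, and *RGS4* at 0.567%, against 81.3% for *COL3A1*, 76.9% for *PRRX1*, and 151% for *TWIST1*. RNA of the hNCCs can thus make up no more than about the share seen for *COL1A2*. Exchanged labels are argued against by 12 neuroepithelial genes, of which 7 were abundant enough to be tested. In the libraries labelled hNECs 4 of these (*SOX1*, *FABP7*, *LHX2*, and *PROM1*) were called higher than in hNCCs and 0 lower, and against hiPSCs 5 were called higher and 2 lower. Scaling between libraries is argued against by the smallest of the log2 fold changes, 4.61, since the TMM factors of any pair of libraries differ by at most 0.34. Shared reads are argued against for *COL3A1* and *PRRX1*, with at most 0.0121% of 31-base sequences shared. For *NGFR* they stay open, since 24.8% are shared with other genes. Crest-like cells among the hNECs also stay open. Bulk libraries give one level for all cells, such as 144 TPM for *NGFR*, so such cells cannot be told apart from hNECs that express these genes. That hNECs themselves hold them is a biological hypothesis that the design leaves untested.

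*HOXB2* was at 16.6 and 16.9 TPM in the hNCC libraries, a mean of 16.8 TPM, and is listed at 0 in both hiPSC libraries. The paper describes these hNCCs as cranial, and the level of *HOXB2* was not used to test that description. Against hNECs, at 2.64 and 1.67 TPM, the log2 fold change was 2.51 (standard error 0.17, adjusted p = 4.76e-05) from limma with Benjamini-Hochberg adjustment. The sum over the 39 HOX genes was 25.6 and 27.1 TPM in the hNCC libraries, 6.07 and 4.44 TPM in the hNEC libraries, and 0 and 0.0410 TPM in the hiPSC libraries. *HOXB3*, at 3.03 TPM, and *HOXB4*, at 1.42 TPM in hNCCs, were the next highest, and both are listed at 0 in hiPSCs. Shared reads are argued against, as 2.39% of the 31-base sequences of *HOXB2* occur in other genes. RNA of the hNECs is argued against, as no hNEC library exceeded 2.64 TPM. Scaling is argued against, as the log2 fold change against hNECs was at least 2.14 with TMM scaling and with quantile normalization. Cells of another axial level among the hNCCs stay open, since bulk libraries with a mean of 16.8 TPM cannot tell one level in all cells from a higher level in some of them. A true difference between hNCCs and hNECs in axial character was not tested.

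In hNCCs, *TFAP2B* and mesenchymal genes were high in both libraries. *TFAP2B* was at 48.1 ± 1.88 TPM (SD, n = 2) against 12.7 TPM in hNECs and 0.00336 TPM in hiPSCs. *COL1A1* was at 2414 TPM, *COL1A2* at 3026 TPM, *COL3A1* at 1395 TPM, *PRRX1* at 153 TPM, and *PDGFRB* at 165 TPM in hNCCs, against 31.7, 24.4, 0.199, 0.0321, and 5.77 TPM in hiPSCs. The log2 fold changes over hiPSCs ran from 4.61 for *PDGFRB* to 10.19 for *COL3A1*, far above the 0.34 that scaling factors span. Shared reads are argued against, with at most 1.86% of 31-base sequences shared in any of the 6 genes. Other cells among the hNCCs stay open. The level of *COL1A2*, 3026 TPM, is an average over all cells, and a mixture cannot be told apart from hNCCs of mesenchymal character, which the paper describes from the Gene Ontology terms of CHD7-bound regions in Fig. 2D. The difference between hNCCs and hiPSCs was called by limma for each of these genes, and whether it comes from all hNCCs or from some of the cells stays untested.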

How the results depend on the processing

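No alternative in this part was added after the results were seen. Of 215 values of 22 comparisons or counts recomputed under another setting, 175 stayed within the replicate spread, or within 1.5 times for counts, and 40 moved. No median or order of correlations changed direction. The balance of the genes changed between hNCCs and hiPSCs did reverse with quantile normalization, from 3836 higher and 2402 lower in hNCCs to 2914 higher and 3110 lower. That between hNECs and hiPSCs also reversed with an absolute log2 fold change above 2. It went from 2684 higher and 2403 lower in hNECs to 889 higher and 903 lower. For 39 comparisons of single genes, 300 of 306 recomputed values kept their direction and their side of the threshold, 3 lost the call, and 3 gained it.

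Without a fold change threshold, the genes changed were 11198 between hNCCs and hiPSCs, 8715 between hNCCs and hNECs, and 10106 between hNECs and hiPSCs, and the DEGs were 3430 in hiPSCs, 1574 in hNECs, and 3665 in hNCCs. With an absolute log2 fold change above 2 these were 2164, 952, and 1792 changed genes and 531, 158, and 380 DEGs. Compared with the mean of the others, hNECs had 1168 DEGs and hNCCs 2780. These settings change the definition of a call, which is the cause of the difference. For the genes of Supplementary Table S3 without the fold change threshold, those called lower in hNCCs were 33 against hiPSCs and 34 against hNECs, and 23 were DEGs of hiPSCs and 24 of hNECs. With a log2 fold change above 2, 86 were called higher and 9 lower against hiPSCs, 45 higher and 3 lower against hNECs, and 7 were DEGs of hiPSCs, 3 of hNECs, and 39 of hNCCs. Compared with the mean of the others, 23 were DEGs of hNECs. With a TPM minimum of 5, 1 HOX gene was called over hiPSCs in place of 3, since fewer genes were tested.

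The median log2 fold change of the Supplementary Table S3 genes in hNCCs against hiPSCs, 1.24 as reported, was 1.41 with a pseudocount of 0.1, 1.18 without a filter, 1.33 with a TPM minimum of 5, 1.00 with TMM scaling, and 1.02 with quantile normalization. It ran from 1.22 to 1.33 across the 4 fits that each left out one replicate, with 1.33 and 1.27 without hiPSC replicates 1 and 2. A smaller pseudocount enlarges the changes of low genes and the filters change the genes counted, while the cause of the shift by scaling was not tested beyond the median of all genes, which fell to -0.01 and -0.05 under those scalings. Against hNECs the median was 0.52 with TMM scaling and 0.48 with quantile normalization, both within the spread between pairs of libraries, and it ran from 0.49 to 0.98 across the 4 fits that each left out one replicate, lowest without hNEC replicate 2 and highest without hNEC replicate 1.

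The correlation of hNECs with hNCCs was 0.864 with a pseudocount of 0.1 and 0.943 without a filter. That of hiPSCs with hNECs was 0.788 by Spearman's method, 0.732 with the pseudocount of 0.1, and 0.896 without a filter, and that of hiPSCs with hNCCs 0.746, 0.698, and 0.877. The order of the 3 pairs was the same in each. Genes at or near 0 in all libraries, which the filter removes, raise every correlation, and for the other settings the cause was not tested.

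Of the single genes, *CHD7* in hNECs against hiPSCs turned from 0.23 to -0.11 without hNEC replicate 1, the one reversal among 144 values with a library left out, and was 0.57 without hNEC replicate 2. The hNEC libraries differ in *CHD7* by more than this change. *CBX7* in hNCCs against hNECs lost its call with TMM scaling and quantile normalization, and *PLXND1* in hNECs against hiPSCs with quantile normalization, at 0.90. *PAX6* in hNCCs against hiPSCs gained a call with the pseudocount of 0.1, and *TFAP2A* in hNECs against hiPSCs with that pseudocount and with quantile normalization. *PAX6* and *CBX7* were not tested with a TPM minimum of 5. *CADM1*, *PDLIM4*, and *PLXND1* were called higher in hNCCs than in both other cell types with each pseudocount, TPM minimum, scaling, and model. Other thresholds were not applied to single genes, and a log2 fold change above 2 would leave out *CADM1*, at 1.95 against hNECs. A fit that leaves out a library leaves one cell type with a single library, so no calls or counts were made there.

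With TMM scaling, 1627 of the DEGs of hiPSCs, 470 of those of hNECs, and 1030 of those of hNCCs were the same genes as reported. With quantile normalization 1576, 456, and 986 were the same. Libraries of different cell types share the replicate numbers 1 and 2. The deviations of same-numbered libraries from their group means correlated at 0.105 between hiPSCs and hNECs, -0.00924 between hiPSCs and hNCCs, and -0.0243 between hNECs and hNCCs over 14662 genes, so the libraries share only a number. With a replicate block, 6243, 3067, and 5092 genes changed in the 3 comparisons, and there were 1628, 476, and 1433 DEGs in hiPSCs, hNECs, and hNCCs.

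The depth of the libraries is unknown, so it cannot be said which low values lie within counting noise. This limits above all the genes listed at or near 0, such as *TFAP2A* and *MSX2* in hiPSCs, where the size of a fold change is set by the pseudocount.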

Differences from the paper's values

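All comparisons in this part use alternatives set before the data were examined, and no test was added after the values were seen.

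For DEGs of hiPSCs, the paper gives 3228 in Supplementary Fig. S3C, and 1627 were found here. Without a fold change threshold there were 3430, and compared with the mean of the others 2209, both within 1.5 times of the paper's number. The other alternatives gave from 531 to 1852 and did not close the gap. For DEGs of hNECs, the paper gives 1028, and 476 were found here. Compared with the mean of the others there were 1168, while without a fold change threshold there were 1574, and the remaining alternatives gave from 158 to 590. For DEGs of hNCCs the paper gives 1947, and the 1431 found here are within 1.5 times of it. Some alternatives moved this count out of that range. There were 3665 without a fold change threshold, 380 with a log2 fold change above 2, 1229 with a TPM minimum of 5, 1030 with TMM scaling, and 988 with quantile normalization. The setting that comes nearest to the paper for hiPSCs, without a fold change threshold, thus leaves hNECs and hNCCs more than 1.5 times from it, while comparison with the mean of the others keeps all 3 within 1.5 times, with 2780 in hNCCs.

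The paper gives 2554 hNCC target genes in Supplementary Fig. S3C, and Supplementary Table S3 as used here lists 272 cell type-specific ones. Whether both numbers use one definition is not stated. No alternative bears on this number.

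In Fig. 4A, the median of the target genes in hNCCs is about 16 TPM and the upper quartile about 51 TPM, read by eye, and here they were 31.5 and 94.0 TPM over the 265 genes matched. The alternatives gave medians from 28.2 TPM, with TMM scaling, to 46.1 TPM, with a TPM minimum of 5, and upper quartiles from 84.2 to 117 TPM, so none closed the gap. The paper's text does not say whether the figure shows the genes listed in Supplementary Table S3 as used here or all 2554 target genes. The levels reported here for hiPSCs and hNECs did not differ from the figure by more than 1.5 times. Some alternatives moved their medians past that range from the figure's 8 and 11 TPM, read by eye. In hiPSCs these were 13.5 TPM with quantile normalization and 13.7 TPM with a TPM minimum of 5. In hNECs they were 17.0 TPM with TMM scaling, 20.5 TPM with quantile normalization, and 22.9 TPM with that minimum. Without hNEC replicate 2 the hNEC median was 19.2 TPM, also past it. The remaining alternatives kept both medians within it.

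In the panel of Fig. 5E for CHD7, TFAP2A, and NR2F1/2, the median in hNCCs is about 36 TPM, read by eye, and over the 5 genes named in Supplementary Fig. S4 it was 70.1 TPM here. The paper's text does not say whether the panel shows only those genes. The alternatives gave from 62.8 to 129.9 TPM, and none closed the gap.

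The paper describes the expression of genes bound by all of these factors as specific to hNCCs. Of the 5 named, *SNAI1* was highest in hNECs, with -1.20 on the log2 scale in hNCCs against hNECs, and *CBX7* was highest in hiPSCs, with -1.05 in hNCCs against hiPSCs. Both directions were the same under each alternative in which the gene was tested.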

Other observations

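Of the tests in this part, that of GC content was chosen before its result was seen, and those of transcript length and depth only after.

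The 2 hNEC libraries differed from each other more than the libraries of the other cell types. The SD of the log2 differences over 14662 genes was 0.318 in hNECs, 0.171 in hiPSCs, and 0.181 in hNCCs. Depth is argued against, since sampling noise falls with the level, and among 1608 genes with a mean of at least 100 TPM the SD was 0.353 in hNECs, 0.127 in hiPSCs, and 0.121 in hNCCs. The differences of the hNEC pair rose with the GC content of the transcripts (Spearman's rho 0.390 across 14503 genes, which are not independent replicates), from a median of -0.02 in the bin of lowest GC content to 0.39 in that of the highest, while rho was 0.105 in hiPSCs and -0.0869 in hNCCs. With the trend of GC content taken out over 20 bins, the SD of the hNEC pair was still 0.295, and with that of transcript length 0.312, against at most 0.179 in the other pairs. Both are thus argued against as the whole cause, although a part of the difference follows GC content. The hNEC pair also differed in scale. Replicate 1 minus replicate 2 averaged 0.190 on the log2 scale in hNECs, 0.0172 in hiPSCs, and -0.00298 in hNCCs. The TMM factors of the hNEC libraries were 1.05 and 0.883. An SD leaves out such a common offset, but the differences of single genes include it. A true difference between the 2 hNEC cultures stays open and was not tested. Genes had a GC content and length for 98.9% of those tested.

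Several genes that the paper names as regulators of hNCCs were also expressed in hNECs, and *SOX9* and *TWIST1* were higher there. *SOX9* was at 172 and 106 TPM in the hNEC libraries, 64.3 and 65.3 TPM in the hNCC libraries, and 2.57 and 2.31 TPM in the hiPSC libraries, a log2 fold change of -1.05 (standard error 0.21, adjusted p = 0.00619) in hNCCs against hNECs from limma with Benjamini-Hochberg adjustment. *TWIST1* was at 177 and 150.2 TPM in hNECs and 108 and 108 TPM in hNCCs, a log2 fold change of -0.59, below the threshold for a call, and at 0.163 and 0.117 TPM in hiPSCs. Both directions were the same under each alternative. *SNAI2* was at 63.6 ± 6.72 TPM (SD, n = 2) in hNECs and 99.1 ± 0.947 TPM in hNCCs, and *NR2F1* at 89.2 and 60.9 TPM in the hNEC libraries and 123 and 124 TPM in the hNCC libraries, differences of 0.64 and 0.74 on the log2 scale that were not called. *NR2F2*, at 77.7 ± 24.8 TPM and 279.7 ± 14.2 TPM, and *MSX1*, at 32.6 ± 7.14 TPM and 75.3 ± 0.442 TPM, were called higher in hNCCs, with log2 fold changes of 1.87 and 1.20. Among the factors the paper joins with CHD7, the hNEC level as a percent of the hNCC level was 60.7% for *NR2F1* and 27.8% for *NR2F2*, but 1.20% for *TFAP2A*. Beyond the tests of RNA of the hNCCs and of exchanged labels given above for crest genes in hNECs, no explanation was tested.

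Early neural crest genes gave mixed values in hNCCs. *PAX3* was at 8.16 and 7.89 TPM in the hNCC libraries and below 1 TPM in each other library. *SOX10* was below 0.1 TPM in both hNCC libraries and at 0.857 and 1.08 TPM in the hiPSC libraries, and was not abundant enough to be tested. *FOXD3* was at 9.11 and 6.83 TPM in hiPSCs and at 0.0977 and 0.206 TPM in hNCCs, with 21.2% of its 31-base sequences shared with other genes. *PAX7* stayed below 0.1 TPM in each library. *ETS1* was at 40.8 TPM in hNECs, 38.1 TPM in hNCCs, and 16.0 TPM in hiPSCs. *PDGFRA* rose to 61.2 TPM in hNCCs from 3.00 TPM in hiPSCs, with 16.0% of its 31-base sequences shared. *TWIST2*, which is in Supplementary Table S3, is listed at 0 in all 6 libraries. No explanation was tested for these levels.

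Of the genes shown as loci in Fig. 1D, *NANOG* was at 124 ± 1.56 TPM (SD, n = 2) in hiPSCs and below 1 TPM in each other library, with 39.6% of its 31-base sequences shared with other genes, *NANOGP8* foremost. *NANOGP8* was at 29.1 TPM in hiPSCs, so reads may be split between *NANOG* and *NANOGP8*. *NES*, shown there for hNECs, was at 102 and 59.7 TPM in the hNEC libraries, 163 and 159 TPM in the hNCC libraries, and 62.4 and 62.1 TPM in the hiPSC libraries, and was called higher in hNCCs than in hNECs, with a log2 fold change of 1.04. This lies close to the threshold of 1, and the hNEC libraries differ widely in *NES*. The call was not recomputed for *NES* under any alternative. *NES* is also listed in Supplementary Table S3 as a CHD7 target in hNCCs, and it was called higher there than in hiPSCs too. *MSI1*, at 34.1 and 18.2 TPM in hNECs, 20.6 and 19.9 TPM in hiPSCs, and 17.4 and 15.4 TPM in hNCCs, was not called in any comparison. *EP300* was at 42.3 TPM in hNCCs, 18.2 TPM in hNECs, and 22.4 TPM in hiPSCs, a log2 fold change of 1.20 in hNCCs against hNECs, and *RFX1* at 10.9, 6.13, and 7.25 TPM. No explanation was tested for these either.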
